# Three classes of epigenomic regulators converge to hyperactivate the essential maternal gene *deadhead* within a heterochromatin mini-domain

**DOI:** 10.1371/journal.pgen.1009615

**Published:** 2022-01-04

**Authors:** Daniela Torres-Campana, Béatrice Horard, Sandrine Denaud, Gérard Benoit, Benjamin Loppin, Guillermo A. Orsi

## Abstract

The formation of a diploid zygote is a highly complex cellular process that is entirely controlled by maternal gene products stored in the egg cytoplasm. This highly specialized transcriptional program is tightly controlled at the chromatin level in the female germline. As an extreme case in point, the massive and specific ovarian expression of the essential thioredoxin Deadhead (DHD) is critically regulated in *Drosophila* by the histone demethylase Lid and its partner, the histone deacetylase complex Sin3A/Rpd3, via yet unknown mechanisms. Here, we identified Snr1 and Mod(mdg4) as essential for *dhd* expression and investigated how these epigenomic effectors act with Lid and Sin3A to hyperactivate *dhd*. Using Cut&Run chromatin profiling with a dedicated data analysis procedure, we found that *dhd* is intriguingly embedded in an H3K27me3/H3K9me3-enriched mini-domain flanked by DNA regulatory elements, including a *dhd* promoter-proximal element essential for its expression. Surprisingly, Lid, Sin3a, Snr1 and Mod(mdg4) impact H3K27me3 and this regulatory element in distinct manners. However, we show that these effectors activate *dhd* independently of H3K27me3/H3K9me3, and that *dhd* remains silent in the absence of these marks. Together, our study demonstrates an atypical and critical role for chromatin regulators Lid, Sin3A, Snr1 and Mod(mdg4) to trigger tissue-specific hyperactivation within a unique heterochromatin mini-domain.

## Author summary

Multicellular development depends on a tight control of gene expression in each cell type. This relies on the coordinated activities of nuclear proteins that interact with DNA or its histone scaffold to promote or restrict gene transcription. For example, we previously showed that the histone modifying enzymes Lid and Sin3A/Rpd3 are required in *Drosophila* ovaries for the massive expression of *deadhead (dhd)*, a gene encoding for a thioredoxin that is essential for fertility. In this paper, we have further identified two additional *dhd* regulators, Snr1 and Mod(mdg4) and dissected the mechanism behind hyperactivation of this gene. Using the epigenomic profiling method Cut&Run with a dedicated data analysis approach, we unexpectedly found that *dhd* is embedded in an unusual chromatin mini-domain featuring repressive histone modifications H3K27me3 and H3K9me3 and flanked by two regulatory elements. However, we further showed that Lid, Sin3A, Snr1 and Mod(mdg4) behave like obligatory activators of *dhd* independently of this mini-domain. Our study unveils how multiple broad-acting epigenomic effectors operate in non-canonical manners to ensure a critical and specialized gene activation event. These findings challenge our knowledge on these regulatory mechanisms and their roles in development and pathology.

## Introduction

Gene expression is tightly controlled in eukaryotic cells by the composition, organization and dynamics of nucleosomes, consisting of an octamer of histone proteins wrapped in ~146bp of DNA. The concerted activity of protein complexes including histone chaperones, readers and writers as well as nucleosome remodelers, defines the positioning, composition and post-translational modifications of nucleosomes [1–3]. The resulting chromatin landscape is further organized by insulator proteins that delimit tridimensional contacts along the genome, forming sub-nuclear domains and guiding contacts between promoters and their cognate regulatory elements [4]. This tightly regulated epigenomic environment profoundly influences RNA Polymerase access to DNA and transcriptional activity.

Tremendous efforts in the past decades aimed at dissecting the roles of these epigenomic effectors *in vivo*. A privileged method is ablation or dosage manipulation of each component to measure its impact on gene expression. While these approaches can yield precious functional insight, the ubiquitous expression and wide range of activities of these factors, as well as redundancies in their interactions, make it difficult to infer their precise function. Understanding their function therefore requires identifying biologically relevant situations where disrupting these effectors impacts transcription in a critical and specific manner. We previously described one of such cases, where perturbation of the histone H3K4 demethylase Lid/KDM5 or the histone deacetylase complex Sin3A/Rpd3 in *Drosophila* ovaries dramatically abrogated the expression of the maternal gene *deadhead (dhd)*, which is essential for female fertility [5].

The *Drosophila* egg is loaded with maternal gene products synthesized by germline nurse cells that enable early embryonic development in the absence of zygotic transcription [6]. An extreme example of this specialized transcriptome, *dhd* is among the most highly expressed genes in adult ovaries, while it is almost completely silent in any other tissue and developmental stage [5,7–9]. The DHD protein is a thioredoxin involved in regulating the general redox state in oocytes [10,11]. In addition, DHD plays a critical role at fertilization to reduce cysteine-cysteine disulfide bonds on the Protamine-like proteins that replace histones on chromatin during spermiogenesis [9,12]. In the absence of DHD, paternal chromosomes fail to decondense and are excluded from the first zygotic nucleus, leading to haploid gynogenetic development and embryonic lethality. The *dhd* locus, which produces a single, short (952bp), intronless transcript is packed within a 1369bp region that separates its flanking genes *Trx-T* and *CG4198*. 

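In the Ensembl 115 annotation of genome release BDGP6, *dhd* (FBgn0011761) lies on chromosome X from 5312171 to 5313125, on the plus strand. The annotation lists 2 transcripts of *dhd*, of 952 and 772 bp, each with 1 exon. Upstream, *Trx-T* (FBgn0029752) lies on the minus strand from 5310581 to 5311888. Downstream, *CG4198* (FBgn0029753) lies on the plus strand from 5313258 to 5315190. The region between *Trx-T* and *CG4198* thus spans 1369 bp, with 282 bp between *Trx-T* and *dhd* and 132 bp between *dhd* and *CG4198*. The next gene, *CG15930* (FBgn0029754), lies on the minus strand from 5315130 to 5317295 and overlaps the end of *CG4198* by 61 bp. *Sas10* (FBgn0029755) follows on the plus strand from 5317409 to 5319071, and *snf* (FBgn0003449) lies upstream of *Trx-T* on the plus strand from 5309242 to 5310501.

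**Figure D1:**
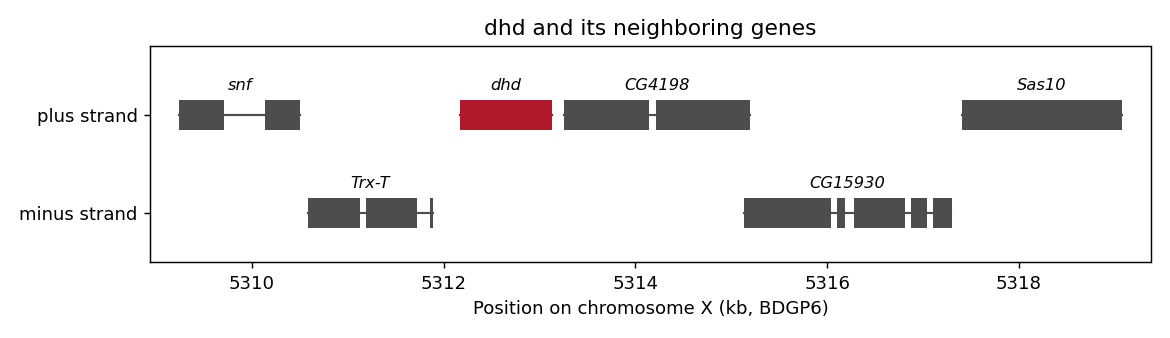
Map of the *dhd* region on chromosome X of BDGP6, with position in kb on the horizontal axis and the strands on separate lines. Boxes are exons and thin lines are introns, and the red box of *dhd* lies in the 1369 bp between *Trx-T* and *CG4198*.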

Remarkably, these two genes are expressed exclusively in the male germline, thereby constituting an apparently unfavorable environment for *dhd* transcription in ovaries. In addition, we showed that a 4305bp transgene spanning only *Trx-T*, *dhd* and part of *CG4198* largely recapitulates the expression of *dhd* [5,9], indicating that regulatory elements sufficient for *dhd* activation are contained within this restricted region. Our previous study further found that Lid and Sin3A are essential activators of *dhd* in *Drosophila* ovaries, in striking contrast to their otherwise relatively modest impact on the rest of the transcriptome. Considering these unusual features, we postulated that the exquisite sensitivity of *dhd* to these broad-acting chromatin effectors revealed a singular mode of epigenomic regulation that enables its massive and specific ovarian expression [5].

Here, we exploited this singular model locus to understand how multiple classes of epigenomic effectors converge to achieve programmed transcriptional hyperactivation. We identified the Brahma chromatin remodeler component Snr1 [13] and the BTB/POZ-domain protein Mod(mdg4) [14] as factors that share with Lid and Sin3A a critical and highly specific role in activating *dhd*. By exploiting the chromatin profiling method Cut&Run [15] and an adapted data analysis strategy, we found that *dhd* is unexpectedly embedded within a heterochromatin mini-domain flanked by two border regulatory elements. One of these is a *dhd*-proximal element, which encompasses a DNA Replication-related Element (DRE-box) motif [16] that is essential for *dhd* expression. Yet, exploiting knockdown and transgenic tools, we found that Lid, Sin3A, Snr1 and Mod(mdg4) activate *dhd* independently of the associated heterochromatin mini-domain. Furthermore, this mini-domain is not required to restrict *dhd* expression to ovaries. Together, our results put into perspective our understanding on these epigenomic regulators by revealing how they exert a biologically essential control of *dhd* via non-canonical mechanisms.

## Results

### Mod(mdg4) and Snr1 are essential for *dhd* expression

We previously performed a female germline RNA interference screen to identify chromatin factors required for paternal chromosome incorporation into the zygote at fertilization [5]. As part of that screen, the histone H3K4 demethylase Lid, Sin3A and Rpd3, which participate in deacetylase complexes targeting various lysine residues in H3 and H4 [17,18], were identified as essential regulators of *dhd* expression. Because Lid and Sin3A can interact within a co-repressor complex [19,20], we asked whether other chromatin regulatory complexes might also be involved in *dhd* regulation. We therefore broadened our analysis to other knockdowns that caused maternal effect sterility associated with a *dhd-*like mutant phenotype, i.e. defective sperm nuclear decompaction at fertilization. Among these, we focused on two additional UAS-controlled small hairpin RNA (shRNA) constructs from the TRiP collection [21], respectively targeting *mod(mdg4)* and *Snr1*. Snr1 is an essential subunit of the Brahma chromatin remodeler that mediates protein-protein interactions within this complex as well as with external interacting partners [13,22]. The *mod(mdg4)* gene codes for up to 31 isoforms [23], all of which are targeted by the shRNA construct. Among these, the most well characterized, Mod(mdg4)67.2 is a common component of boundary insulators in the *Drosophila* genome [24], but other non-insulating isoforms exhibiting activator functions have also been identified [4,25,26]. These two candidates belonged to two classes of epigenomic effectors distinct from Lid and Sin3A, and we thus decided to investigate their function during the oocyte to zygote transition.

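Transcript levels of both targets were measured by RNA-seq in ovaries of 3-day-old females, with 2 libraries for *Snr1* KD and 2 for *mod(mdg4)* KD. *Snr1* (FBgn0011715) had 417 and 313 counts in the *Snr1* KD libraries, against 10738 and 8972 counts in the *mod(mdg4)* KD libraries. After TMM normalization by edgeR this was 5.71 ± 1.47 CPM (SD, n = 2) in *Snr1* KD and 112 ± 10.1 CPM (SD, n = 2) in *mod(mdg4)* KD, so that 5.12% of the level in *mod(mdg4)* KD was left. The log2 fold change of *Snr1* KD over *mod(mdg4)* KD was -4.29 (standard error 0.20, adjusted p = 3.47e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *mod(mdg4)* (FBgn0002781) had 2722 and 2933 counts in *mod(mdg4)* KD and 22768 and 18465 counts in *Snr1* KD. Its normalized level was 32.1 ± 2.86 CPM (SD, n = 2) in *mod(mdg4)* KD and 322 ± 65.8 CPM (SD, n = 2) in *Snr1* KD, so that 9.97% of the level in *Snr1* KD was left. For *mod(mdg4)* the log2 fold change of *Snr1* KD over *mod(mdg4)* KD was 3.33 (standard error 0.17, adjusted p = 4.85e-05 from the same edgeR test). Against control, the authors' deposited table gives log2 fold changes of -3.89 for *Snr1* in *Snr1* KD and -3.15 for *mod(mdg4)* in *mod(mdg4)* KD. The gene that was not targeted had a log2 fold change of 0.04 (*Snr1* in *mod(mdg4)* KD) and -0.03 (*mod(mdg4)* in *Snr1* KD) in the authors' deposited tables.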

When activated by the Maternal Triple Driver (MTD) Gal4 source, these shRNAs efficiently reduced the levels of *mod(mdg4)* and *Snr1* transcripts (S1A Fig). Previous studies reported defective oogenesis and diminished egg production in *mod(mdg4)* as well as *Snr1* mutant females [22,25]. Interestingly, females with ovarian knockdown of *mod(mdg4)* or *Snr1* (hereby referred to as *mod(mdg4)* KD or *Snr1* KD females) were almost completely sterile (Table 1). Indeed, while KD females were able to lay more eggs than mutants, these almost systematically failed to hatch. Focusing on paternal chromatin organization at fertilization in these embryos, we found that both *mod(mdg4)* and *Snr1* ovarian KDs systematically led to failure of male pronucleus decondensation, which remained elongated (Fig 1A). Concomitantly, these eggs exhibited retention of the protamine fluorescent marker Mst35Ba::GFP (ProtA::GFP) [27] in paternal chromatin, as observed in *dhd* loss of function mutants [9,12].

**Fig 1:**
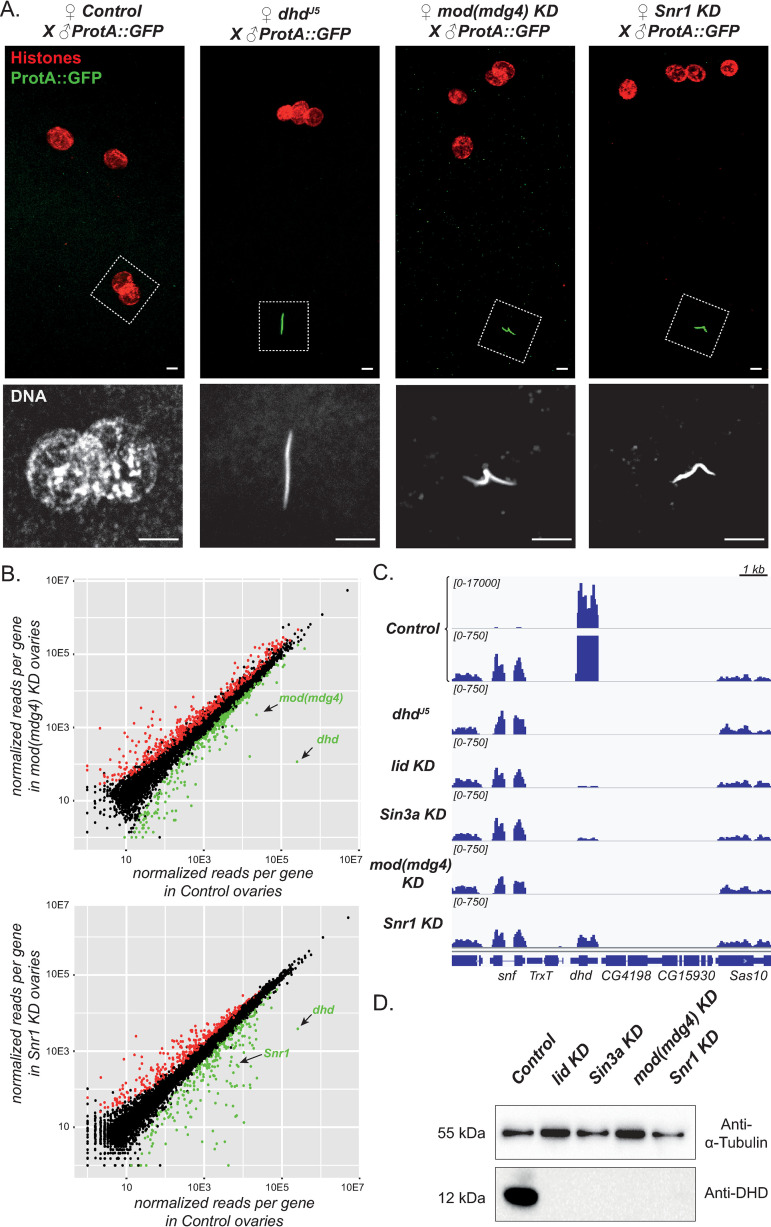
Mod(mdg4) and Snr1 are required for *dhd* expression. A—Maternal Mod(mdg4) and Snr1 are required for protamine removal and sperm nuclear decompaction at fertilization. Top: Confocal images of pronuclear apposition in eggs from Control (*MTD>+*), *dhd*^*J5*^, *mod(mdg4)* KD or *Snr1* KD females mated with transgenic *ProtA*::*GFP* males. The sperm nucleus in *dhd*^*J5*^, *mod(mdg4)* KD and *Snr1* KD eggs retains ProtA::GFP (green) and has a needle-shape morphology. Bottom: zoom on the sperm nucleus. Scale bars: 5μm. B—*dhd* is strongly downregulated in *mod(mdg4)* KD and *Snr1* KD ovaries. RNA-seq normalized reads per gene (in RPKM) are shown for *mod(mdg4)* KD vs Control (top) and *Snr1* KD vs Control (bottom). Genes downregulated (green) or upregulated (red) in KD ovaries are highlighted. C—Genome Browser view of Control, *dhd*^*J5*^, *lid* KD, *Sin3a* KD, *mod(mdg4)* KD and *Snr1* KD ovarian RNA-seq signal at the *dhd* region showing dramatic downregulation in all KD conditions. Note that the Control track is represented at two different scales to fit the high read count for *dhd* (top track) or the low read count for its neighboring genes (bottom track). D—The DHD protein is undetectable in KD ovaries. Western blot analysis using an anti-DHD antibody on ovary extracts of the indicated genotypes. Alpha-tubulin is used as a loading control.

**Table 1:** Embryo hatching rates. The *w*^*1118*^ strain is used as reference.

*Knockdowns*			
Female Genotype	Male Genotype	Number of eggs	Hatch. rate
*Control*	*w* ^*1118*^	1561	98.27%
*Snr1* KD	*w* ^*1118*^	791	0.00%
*mod(mdg4)* KD	*w* ^*1118*^	1589	1.01%
*lid* KD (val22)	*w* ^*1118*^	1403	2.14%
*lid* KD (val*21*)	*w* ^*1118*^	1144	1.05%
*Sin3a* KD	*w* ^*1118*^	1221	0.25%
*E(z)* KD	*w* ^*1118*^	843	0.00%
*Rescue with WT or ΔDRE mutant transgene*			
*w* ^*1118*^	*w* ^*1118*^	344	97.67%
*dhd* ^*J5*^	*w* ^*1118*^	375	0.00%
*dhd* ^*J5;*^ *;;pW8-dhd* ^*WT*^	*w* ^*1118*^	663	85.67%
*dhd* ^*J5*^ *;;pW8-dhd* ^*ΔDRE*^	*w* ^*1118*^	475	2.15%
*dhd* ^*J5*^ *;;pW8-dhd* ^*FD*^	*w* ^*1118*^	410	87.80%
*Knockdown rescue with the WT transgene*			
*dhd*^*J5*^*;; lid KD(val21)*, *pW8-dhd*^*WT*^	*w* ^*1118*^	175	1.92%
*dhd*^*J5*^*;; Sin3a KD*, *pW8-dhd*^*WT*^	*w* ^*1118*^	271	0.37%
*dhd*^*J5*^*;; Snr1 KD*, *pW8-dhd*^*WT*^	*w* ^*1118*^	247	0.00%
*dhd*^*J5*^*;; mod(mdg4) KD*, *pW8-dhd*^*WT*^	*w* ^*1118*^	462	0.43%

The above results suggest that Mod(mdg4) and Snr1 could regulate *dhd* expression. RNA-sequencing on *mod(mdg4)* and *Snr1* KD ovaries indeed revealed that *dhd* is dramatically downregulated in both KDs, with a fold reduction of almost two orders of magnitude (Figs 1B, 1C, S1B and S1E). *dhd* was the first most strongly affected gene in *mod(mdg4)* KD ovaries in terms of fold-change in expression, and the 14^th^ most affected gene in *Snr1* KD ovaries. 

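RNA was taken from ovaries of 3-day-old females expressing shRNAs under MTD-Gal4, with 2 libraries for *Snr1* KD and 2 for *mod(mdg4)* KD. The libraries were stranded and polyA-selected, and the authors deposited the number of TopHat-aligned reads counted on each of 17470 genes, without normalization. The counts summed to 56638862 and 60769377 in *Snr1* KD and to 100540252 and 92990898 in *mod(mdg4)* KD, so the *mod(mdg4)* KD libraries were deeper. The knockdowns were compared with each other by edgeR's quasi-likelihood test on the counts that passed edgeR's default filter, with 9089 genes tested. Control libraries were not analysed here, so every comparison with control comes from the authors' deposited tables, 1 per knockdown. These tables hold the output of DESeq2. All 17470 genes have the same mean in both, so both came from a single fit. The lowest deposited means fall on 14 distinct steps of a single read, as a fit over 14 libraries would give. The deposited fold changes lay closer to 0 than the ratios of the counts. Among genes with an edgeR log2 fold change of at least 2 in size between the knockdowns, the median ratio of the difference between the authors' deposited tables to the edgeR value was 0.94 for a mean of at least 1000 counts, 0.79 for 50 to 1000 counts and 0.44 for 10 to 50 counts.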

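*dhd* had 3208 and 3986 counts in the *Snr1* KD libraries and 128 and 164 counts in the *mod(mdg4)* KD libraries. This was 55.7 ± 5.33 CPM (SD, n = 2) in *Snr1* KD and 1.66 ± 0.35 CPM (SD, n = 2) in *mod(mdg4)* KD. Against control, *dhd* had a log2 fold change of -9.72 (standard error 0.24) in the authors' deposited table for *mod(mdg4)* KD, which is 844-fold below control. For *Snr1* KD, the authors' deposited table gives -5.46 (standard error 0.23, DESeq2 adjusted p = 1.97e-120), which is 43.9-fold below control. Ranked by the size of the fold change among the genes with an adjusted p under 0.05, *dhd* was number 1 of 3978 genes in the authors' deposited table for *mod(mdg4)* KD. It was number 17 of 2113 genes in the authors' deposited table for *Snr1* KD, and the 16 genes ahead of it all fell, from *zyd* with a log2 fold change of -8.26 to *CG4267* with -5.46. The remaining *dhd* level differed between the knockdowns by a log2 fold change of 5.07 (standard error 0.19, adjusted p = 1.47e-05 from edgeR's quasi-likelihood test), higher in *Snr1* KD. Leaving out each library in turn gave 4.86 to 5.28, and scaling to total counts alone gave 5.33. Between the authors' deposited tables the same difference is 4.26 on the log2 scale, 0.84 of the edgeR value.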

Consistently, DHD protein levels assessed by Western Blot in KD ovaries were also dramatically reduced (Fig 1D). This was in contrast to a more modest impact of both KDs on the rest of the transcriptome and the limited overlap in their effects (S1B, S1C and S1D Fig). In particular, genes in the vicinity of *dhd* were not significantly affected by the KDs (Figs 1C and S1B). Therefore, despite the packed genomic organization of the *dhd* locus, its expression strictly and singularly depends on multiple epigenomic effectors.

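Among the genes past an adjusted p of 0.05, the median size of the log2 fold change was 0.48 in the authors' deposited table for *Snr1* KD and 0.52 in that for *mod(mdg4)* KD. A change of less than 1 on the log2 scale was given for 78.5% of these genes in the authors' deposited table for *Snr1* KD and for 84.2% in that for *mod(mdg4)* KD. A log2 fold change of -5 or lower was given for 20 genes in *Snr1* KD and for 2 genes in *mod(mdg4)* KD, *dhd* included, in the authors' deposited tables. Both authors' deposited tables called 1051 genes, which is 49.7% of the genes called in *Snr1* KD and 26.4% of those called in *mod(mdg4)* KD. Of these, 769 (73.2%) changed in the same direction in the authors' deposited tables, 368 lower and 401 higher than control in both KDs. With a log2 fold change of at least 1 in size also required, the overlap in the authors' deposited tables was 121 genes.

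Both comparisons use the same control libraries, which alone makes fold changes alike. In 100 simulations of unchanged knockdowns against shared controls, the fold changes of the 9089 genes correlated across genes with a median r of 0.49 and no gene was called in both. When the deposited fold changes of each KD were instead reassigned at random among genes of like expression, 100 simulations with shared controls gave a median of 838 genes called in both (785 to 915), with 59.8% in the same direction (55.5% to 63.8%). These simulations called fewer genes per KD, with medians of 1979 for *Snr1* KD and 3415 for *mod(mdg4)* KD, than the 2102 and 3937 of the authors' deposited tables over the same genes, so part of any gap in the number of shared genes comes from fewer calls. Over the same 9089 genes the authors' deposited tables have 1046 genes called in both, 73.0% in the same direction, and r across genes of 0.23. Genes are not independent replicates.

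The largest falls in the authors' deposited table for *Snr1* KD were those of *zyd* (log2 fold change -8.26), *CG31262* (-7.63), *ZnT35C* (-7.37), *CG9265* (-7.32) and *CG9896* (-7.11). In the *Snr1* KD libraries *CG31262* had no count, against 2904 and 2577 counts in *mod(mdg4)* KD, at least 1334-fold lower with a floor of 3 counts over both libraries. The largest rises in the authors' deposited table for *Snr1* KD were *GstE10* (4.83), *Dscam4* (4.65), *CG15544* (4.36), *CG31288* (4.08) and *Oct-TyrR* (3.54). After *dhd*, the largest falls in the authors' deposited table for *mod(mdg4)* KD were those of *CG4476* (-6.24), *lncRNA:CR45631* (-4.43), *asRNA:CR45926* (-4.12) and *CG4198* (-3.97). The largest rises in the authors' deposited table for *mod(mdg4)* KD were *mab-21* (6.82), *CG6765* (6.57), *Mpcp1* (5.36), *Dscam4* (5.31) and *form3* (5.31).

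**Figure D2:**
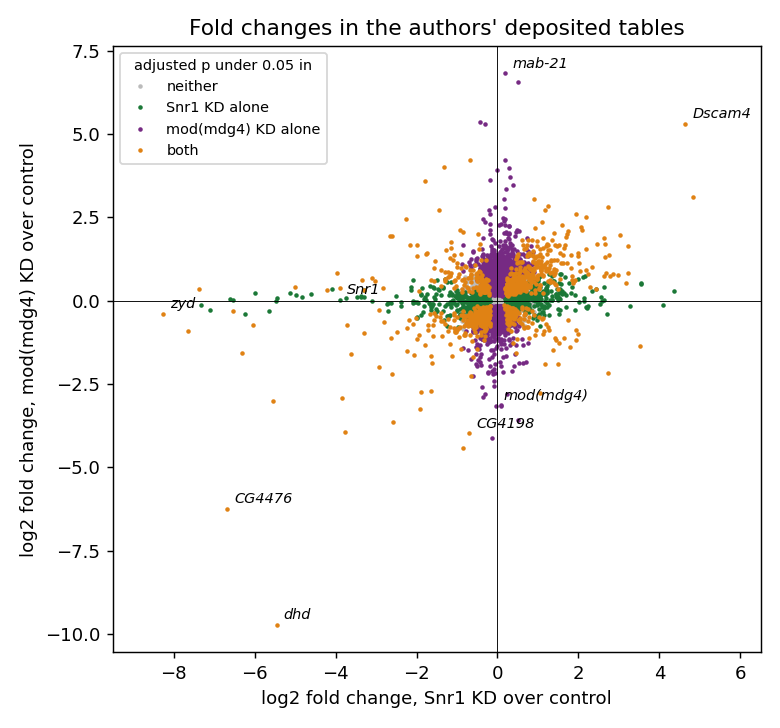
Log2 fold changes over control in the authors' deposited tables, *Snr1* KD on the horizontal axis and *mod(mdg4)* KD on the vertical axis. Each point is a gene, coloured by the knockdowns in which its adjusted p is under 0.05. *dhd* lies at -5.46 and -9.72, and *CG4476* at -6.69 and -6.24.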

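Of the genes on either side of *dhd*, *snf* had 5098 and 5101 counts in *Snr1* KD and 7815 and 7007 counts in *mod(mdg4)* KD, and did not differ between the KDs (edgeR log2 fold change -0.08, adjusted p = 0.526). Against control it changed by -0.29 (adjusted p = 0.0873) in *Snr1* KD and by -0.21 (adjusted p = 0.179) in *mod(mdg4)* KD in the authors' deposited tables. *Trx-T* had 81 and 69 counts in *Snr1* KD and 7 and 3 counts in *mod(mdg4)* KD, or 1.17 ± 0.20 and 0.056 ± 0.030 CPM (SD, n = 2 each). *CG4198* had 103 and 96 counts in *Snr1* KD and 3 and 2 counts in *mod(mdg4)* KD, or 1.55 ± 0.17 and 0.028 ± 0.0070 CPM (SD, n = 2 each). *CG15930* had 13 and 15 counts in *Snr1* KD and 2 and 3 counts in *mod(mdg4)* KD. The ratio of *Snr1* KD over *mod(mdg4)* KD was 20.6 for *Trx-T* (exact 95% interval 10.9 to 43.7), 54.5 for *CG4198* (23.0 to 170) and 7.67 for *CG15930* (2.92 to 25.5). These intervals cover counting error only. All 3 genes were lower in *mod(mdg4)* KD by edgeR's quasi-likelihood test, with adjusted p-values of 0.00105, 0.000238 and 0.0079 in that order. *Sas10* was higher in *mod(mdg4)* KD (edgeR log2 fold change of *Snr1* KD over *mod(mdg4)* KD -0.55, adjusted p = 0.0293), but with scaling to total counts alone the adjusted p was 0.133.

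Against control, the authors' deposited table for *mod(mdg4)* KD gives log2 fold changes of -3.97 for *CG4198* (adjusted p = 1.01e-39), -1.27 for *Trx-T* (adjusted p = 0.00185), -1.21 for *CG15930* (adjusted p = 0.00323) and 0.63 for *Sas10* (adjusted p = 5.4e-05). The authors' deposited table for *Snr1* KD gives -0.69 for *CG4198* (adjusted p = 0.0273), 0.76 for *Trx-T* (adjusted p = 0.121), -0.17 for *CG15930* (adjusted p = 0.808) and 0.11 for *Sas10* (adjusted p = 0.663). The deposited means of *Trx-T*, *CG4198* and *CG15930* are 28.0, 134 and 16.7 normalized counts in the authors' deposited tables, against 64151 for *dhd*. *CG4198* and *CG15930* overlap on opposite strands, and *Sas10* overlaps *Rnp4F* in the same way, so their counts are uncertain unless the authors' counting used the strand.

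**Figure D3:**
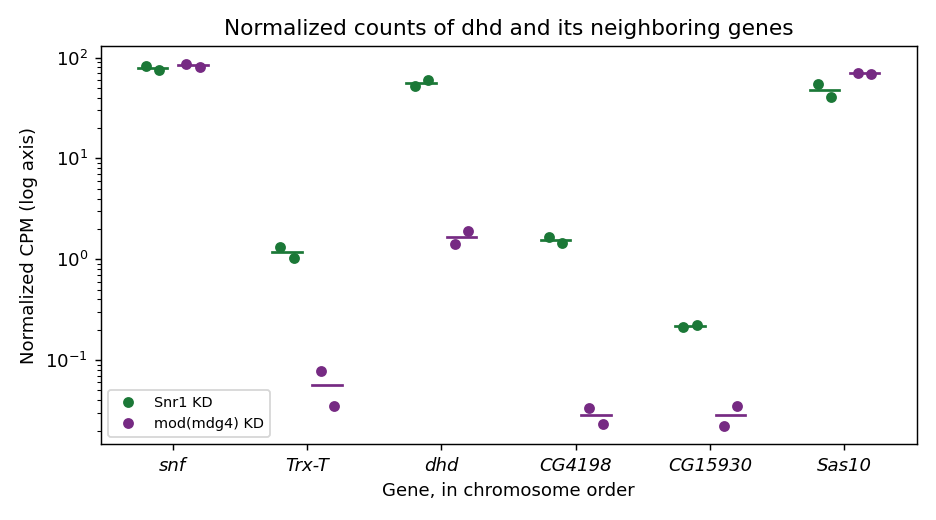
Normalized counts (CPM, log axis) of *dhd* and 5 neighboring genes in chromosome order, for *Snr1* KD in green and *mod(mdg4)* KD in purple. Points are libraries and bars are means of 2 libraries. *Trx-T*, *CG4198* and *CG15930* lie below 0.1 CPM in both *mod(mdg4)* KD libraries.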

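Among the genes with an adjusted p under 0.05 in both authors' deposited tables and a mean of at least 10 counts in the 4 libraries, 7 fell at least 4-fold in both KDs and 6 rose at least 4-fold in both. This limit, and so the choice of these genes, was set after their values were seen. Besides *dhd*, the authors' deposited tables give falls for *CG4476* (log2 fold change -6.69 in *Snr1* KD and -6.24 in *mod(mdg4)* KD), *Fatp3* (-5.55 and -3.01), *CG30377* (-3.84 and -2.92), *CG7408* (-3.77 and -3.94), *Cyp6d4* (-2.60 and -2.18) and *CG6023* (-2.92 in *Snr1* KD, with the smallest fall of the 7 in *mod(mdg4)* KD). The counts of *CG4476* were 98 and 104 in *Snr1* KD and 212 and 198 in *mod(mdg4)* KD. Its deposited mean is 12461 normalized counts in the authors' deposited tables. From the fall of *dhd* in both KDs, set against a more modest impact on the rest of the transcriptome and no significant effect on the genes near it, the paper concludes that this gene depends on several epigenomic effectors in spite of its packed locus.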

### Cut&Run with dedicated analysis reveals both the distribution of histone modifications and their associated regulatory elements

To more precisely characterize the chromatin landscape at the *dhd* locus, we next implemented the Cut&Run epigenomic profiling method [15]. In Cut&Run, histone modifications of interest are targeted *in situ* by a specific antibody following tissue permeabilization. Target-bound antibodies are subsequently coupled to a fusion between the bacterial Protein A and Micrococcal Nuclease (ProteinA-MNase) that cleaves exposed DNA in the vicinity of the antibody, releasing target nucleosomal particles into solution. Importantly, MNase is expected to also cleave exposed DNA in the immediate spatial vicinity of the nucleosome-bound antibody, causing the release of DNA particles bound by other proteins such as polymerases or DNA sequence-specific transcription factors (Fig 2A). In particular, DNA regulatory elements occupied by sequence-specific transcription factors are typically associated with MNase footprints distinctly shorter than nucleosomes [28–30]. Partially unwrapped dynamic nucleosomes typically associated with regulatory elements can also produce such distinctly short footprints [31]. Following paired-end sequencing, such released DNA fragments can be distinguished and separated by their size, yielding a map of nucleosomes (>146bp) and sub-nucleosomal particles, putatively corresponding to regulatory elements (<120bp). A single Cut&Run experiment should thus identify DNA regulatory elements that are in physical proximity of target histone modifications.

**Fig 2:**
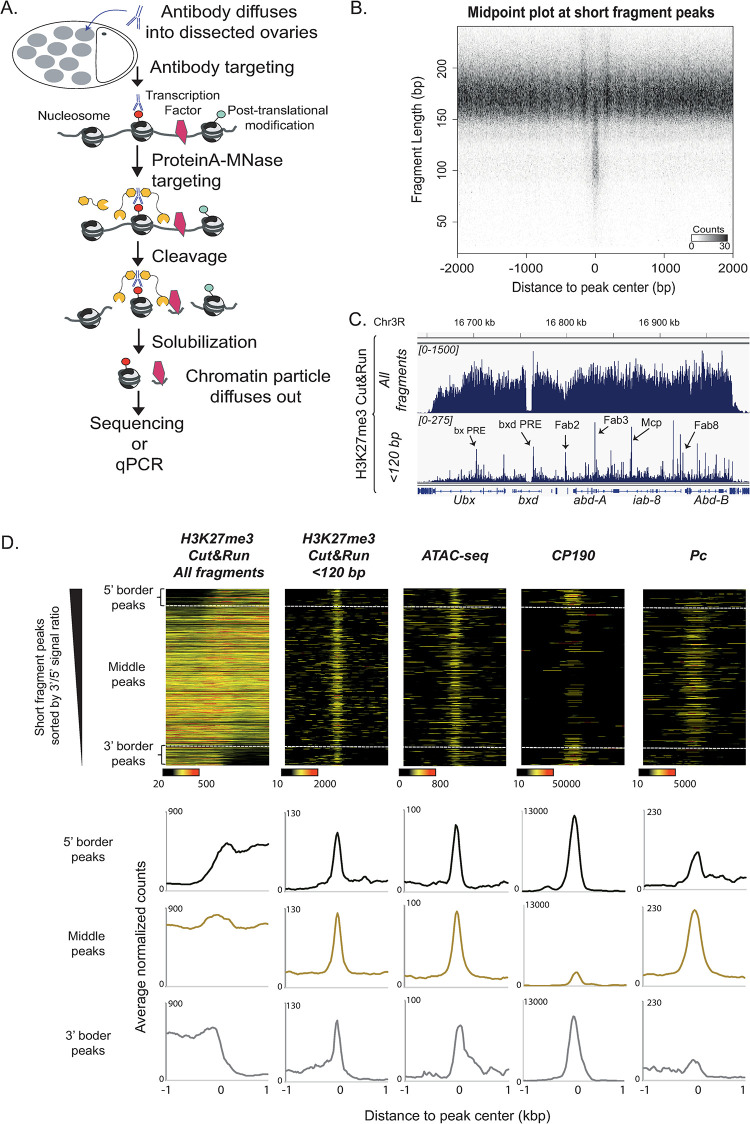
A single Cut&Run experiment maps both histone modifications and their associated regulatory elements. A—Schematic overview of the Cut&Run procedure for dissected *Drosophila* ovaries. After tissue permeabilization and antibody targeting, ProteinA-MNase cleaves nearby exposed DNA allowing the solubilization and retrieval of both nucleosomal particles carrying the targeted histone modification and DNA particles occupied by transcription factors in the immediate vicinity. B—Cut&Run reveals nucleosomes and transcription factor binding sites. Mid-point plot of ovarian H3K27me3 Cut&Run data centered at peaks identified by MACS2 from short fragments (<120bp) in the same experiment. This plot represents all paired-end sequenced fragments as their middle point coordinate in the X-axis, and their size in the Y-axis, revealing a class of clustered short fragments (50-130bp) flanked by nucleosome-sized fragments (>140bp). C—H3K27me3 Cut&Run at the bithorax complex (BX-C) in *Drosophila* ovaries reveals its regulatory architecture. Genome browser track displaying all Cut&Run fragments and <120 bp fragments separately. Multiple well-described Polycomb Response Elements (PRE) and insulators within the Bithorax complex detected as short fragment peaks are indicated (arrows). D—Cut&Run re-discovers regulatory elements associated with H3K27me3 genome-wide. Upper panels: short fragment peaks read density heatmaps of ovarian H3K27me3 Cut&Run (all fragments and <120bp fragments), ATAC-seq (from S2 cells, [35]), CP190 ChIP-seq (from Kc cells, [38]) and Polycomb ChIP-seq (Pc, from S2 cells, [37]) plotted at ±1kb around peak summit. Data is sorted by the ratio of H3K27me3 Cut&Run total reads at the 3’ versus 5’ flanks to reveal short fragment peaks at the borders or within H3K27me3 domains (dashed lines). Lower panels: average profiles corresponding to the top heatmaps, distinguishing 5’ border peaks, 3’ border peaks and peaks embedded within domains. Cut&Run short fragment peaks are enriched for ATAC-seq signal as well as CP190 (particularly at border peaks) and Polycomb (particularly at middle peaks).

With this in mind, we conducted H3K27me3 Cut&Run in *Drosophila* ovaries. Using only 12 pairs of ovaries per sample, we robustly revealed H3K27me3 domains. Remarkably, visualization of Cut&Run fragments shorter than 120bp (which excludes fully wrapped octameric nucleosomes) revealed that these were enriched at discrete peaks within H3K27me3 domains. Genome-wide analysis identified 679 peaks of fragments <120bp (hereon referred to as “short fragment peaks”) (Fig 2B and 2D). We hypothesized that short fragment peaks represented H3K27me3-associated regulatory elements occupied by transcription factors. Within H3K27me3 domains, we expected these to include Polycomb Response Elements (PREs) as well as insulators. For example, short fragment peaks corresponded to several well-described PREs and insulators in the Bithorax complex H3K27me3 domain [26,32,33] (Fig 2C), consistent with observations in larval tissue [34]. To ask whether this reflects a broader genome-wide trend, we compared short fragment peaks with PRE and insulator markers genome-wide. Although there is scarce genome-wide data available for *Drosophila* ovaries, H3K27me3 domains are generally present in most cell types. We thus exploited datasets from embryonic-derived S2 and Kc cell lines. Consistent with their occupancy by transcription factors, ATAC-seq peaks [35] -revealing hyper-accessible DNA- coincide with Polycomb regulatory elements in flies and mice [35,36]. Genome-wide, our small fragment peaks identified in ovaries were enriched for ATAC-seq signal, arguing that these indeed correspond to DNA regulatory elements (Fig 2D). Enrichment at these peaks of the Polycomb protein [37] and the insulator protein CP190 [38] further argues that these elements often correspond to functional PREs or insulators. Accordingly, at the borders of H3K27me3 domains, short fragment peaks were more frequently associated with CP190, confirming previous reports that this factor is associated with H3K27me3 domain boundaries [24,39] (Fig 2D). Instead, Polycomb was rather enriched at peaks localized internally within these domains. Our Cut&Run analysis strategy can therefore be used to reveal not only the breadth of histone modification domains in ovaries but also their associated DNA regulatory elements.

### *dhd* lies within an H3K27me3/H3K9me3 mini-domain flanked by DNA regulatory elements

To gain insight on *dhd* regulation, we next sought to analyze its associated chromatin configuration. We previously showed that the active transcription modification H3K4me3 is enriched at the *dhd* promoter and that this mark is lost in *lid* KD ovaries [5] (S2A Fig). Using available ChIP-seq datasets from embryonic derived S2 cells, we further observed that that *dhd* lies within a ~5kbp mini-domain featuring two types of repressive histone modifications: H3K27me3 and H3K9me3 (S2A Fig) [40]. H3K27me3 is the hallmark of Polycomb-based repression [41,42], whereas H3K9me3 dictates Heterochromatin Protein 1 (HP1)-based repression [43,44]. Interestingly, this mini-domain was also found in ChIP-seq data from fly ovaries (S2A Fig) [45]. Potentially regulating this chromatin environment, Lid and Sin3A were described as participating in a co-repressor complex [20], but their global impact on repressive histone modifications is unclear. In turn, previous reports showed that depletion of insulator proteins Mod(mdg4), as well as CTCF, Su(Hw), CP190 or BEAF-32, did not affect the spread of Polycomb-associated domains but instead caused a general decrease in H3K27me3 levels [24]. In contrast, the Brahma/BAF complex is typically considered as counteracting Polycomb repression based on work in mammals [46], but this interplay has not been analyzed in Drosophila.

Based on these observations, we sought to better characterize the distribution of H3K27me3 and H3K9me3 in ovaries at the *dhd* locus. Using our Cut&Run approach, we confirmed that *dhd* is included in a ~5450bp heterochromatic H3K27me3/H3K9me3 mini-domain that extends from the promoter region of *dhd* to the promoter of the next gene active in ovaries, *Sas10* (Fig 3A). While our whole-tissue Cut&Run approach cannot distinguish which cells harbor this domain, published H3K27me3 ChIP-seq profiles from either somatic or germline cells in ovaries indicate that this mark is present in both (S2A Fig). We segmented the Cut&Run H3K27me3 signal in control ovaries and identified 278 discrete H3K27me3 domains, ranging from 3 to 240kb in width. The *dhd* H3K27me3 domain stood out when considering its enrichment in this mark relative to its length, compared to other domains (Fig 3B). Our analyses indicate that despite its reduced size, the *dhd* locus is capable of accumulating proportionately high amounts of this repressive modification. While we also identified other previously described H3K9me3 domains lodged in euchromatic regions (S3 Fig), the signal is, as expected, largely dominated by pericentric heterochromatin. We could thus not robustly call such euchromatic H3K9me3 domains, preventing us from conducting an analogous analysis for *dhd* on this mark.

**Fig 3:**
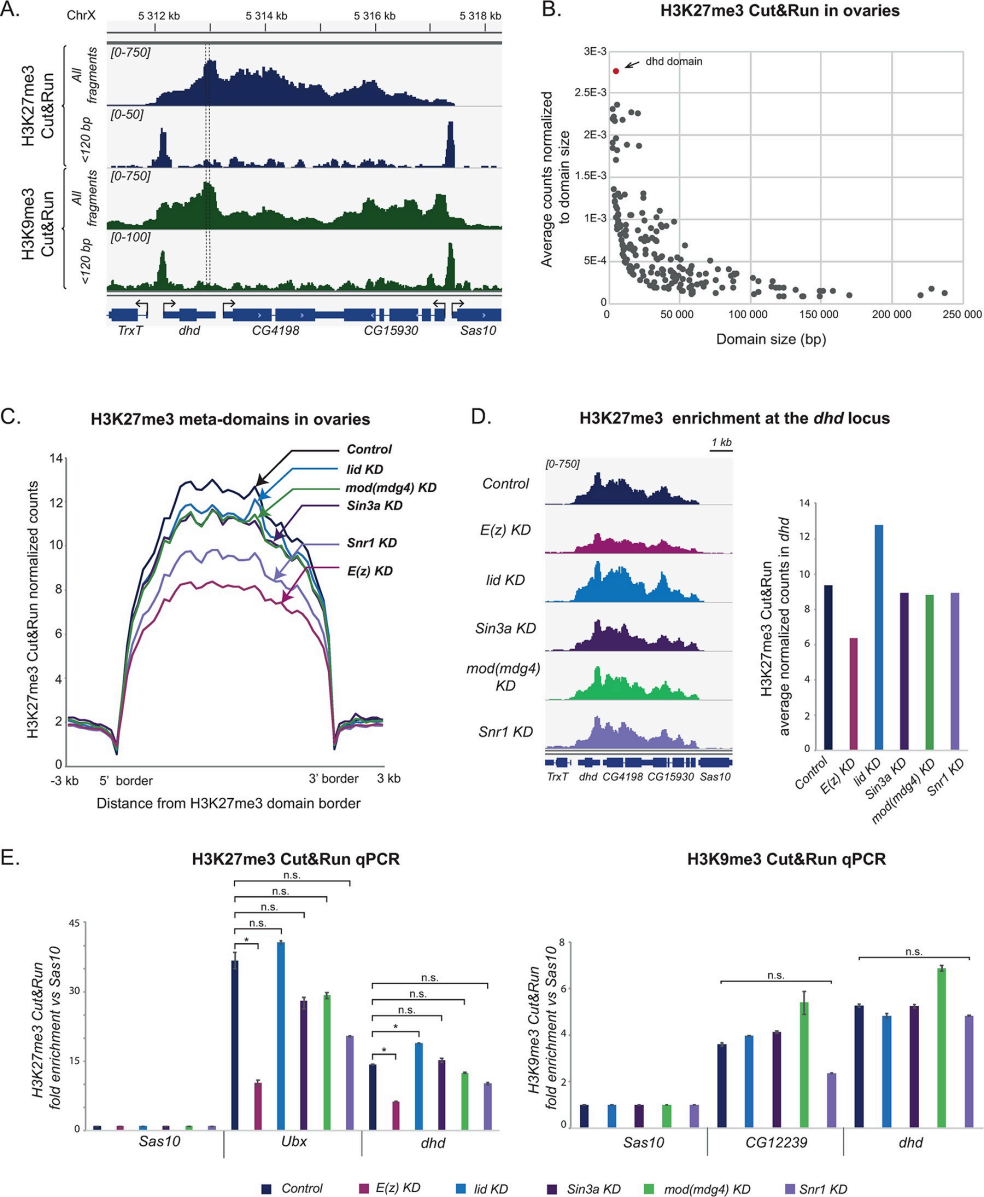
*dhd* is embedded in an H3K27me3/H3K9me3 mini-domain flanked by regulatory elements. A—The *dhd* region features an H3K27me3 and H3K9me3 mini-domain. Genome browser snapshots showing the distribution of all fragments and <120 bp fragments in the *dhd* region, revealing that *dhd* lies within a ~5450bp heterochromatin mini-domain flanked by border regulatory elements associated with both H3K27me3 and H3K9me3. Arrows indicate direction of transcription. B-The *dhd* mini-domain is highly enriched in H3K27me3 relative to its size. Scatter plot of our 278 ovarian H3K27me3 domains identified in Cut&Run, representing their average read counts normalized to domain size in the Y-axis versus domain size in the X-axis. C–Effect of the KDs on H3K27me3 enrichment genome-wide. Average normalized counts of H3K27me3 Cut&Run (all fragments) in H3K27me3 domains (plotted as meta-domains and including ±3kb from domain borders) in Control (*MTD>+*), *lid* KD, *Sin3a* KD, *mod(mdg4)* KD, *Snr1* KD and *E(z)* KD (arrows). D–*lid* KD, but not *Sin3a*, *Snr1* or *mod(mdg4)*, impacts H3K27me3 enrichment at the *dhd* mini-domain. Left: genome browser plots of normalized H3K27me3 Cut&Run signal (all fragments) at the *dhd* genomic region in Control and KD ovaries. Right: Quantification of normalized read counts for the same samples. Data in this figure is for one representative replicate: other replicates are shown in S5A Fig. E- Weak impact of KDs on heterochromatic marks at *dhd*. H3K27me3 and H3K9me3 Cut&Run-qPCR in Control and KD ovaries using the *Sas10* gene as negative control and *Ubx* and *CG12239* as positive controls for H3K27me3 and H3K9me3 respectively. Fold enrichment was calculated relative to *Sas10*. Error bars show technical variability from a representative replicate. Data in this figure is for one representative replicate: other replicates are shown in S5B Fig. P values indicate one-way ANOVA with Dunnett’s multiple comparisons test to a control (* P < 0.0001; n.s = not significant).

Surprisingly, short fragment peak analysis revealed two putative DNA regulatory elements associated with both histone marks, precisely at the mini-domain borders, with no internal peaks present (Fig 3A). ATAC-seq data from S2 cell lines confirmed presence of only these two border elements (S2B Fig). In addition, in Kc cells, *dhd* border elements are occupied by CP190 and Mod(mdg4), both of which can be found at the boundaries of *Drosophila* H3K27me3 domains [24,47]. However, the insulating isoform Mod(mdg4)67.2 is not found at the *dhd* locus (S2B Fig), suggesting that a different isoform playing an activator function is responsible for *dhd* regulation. Finally, the *dhd*-proximal 5’ border element featured a significant, although very modest enrichment for PRE markers Polycomb and Polyhomeotic (S2B Fig). This regulatory architecture was quite unusual, as we could not find any other H3K27me3 domain in the genome sharing this particular organization with two border elements and no internal elements. Together, these results revealed that *dhd* lies within a unique H3K27me3/H3K9me3 mini-domain featuring only border elements.

### Sin3A, Snr1 and Mod(mdg4) control the regulatory architecture of the *dhd* mini-domain

We next aimed at evaluating the potential role for Lid, Sin3A, Mod(mdg4) and Snr1 in regulating this heterochromatin mini-domain. We used KD ovaries for these factors and included as a control a KD for the H3K27 methyltransferase Enhancer of zeste (E(z)), induced in germ cells by the MTD-Gal4 driver. While *E(z)* KD females were sterile as previously described [48,49] (Table 1), they were able to lay eggs and displayed only a moderate effect on *dhd* expression (a 25% reduction compared to controls) (S4A Fig). Immunofluorescence staining on dissected control ovaries showed that H3K27me3 marks follicle cell nuclei, the karyosome (i.e the oocyte nucleus) and nurse cell nuclei, although nurse cell staining was relatively weaker (S3B Fig), consistent with previous reports [48]. As expected, H3K27me3 was undetectable in the karyosome and in nurse cells of *E(z)* KD ovaries, whereas follicle cells (which do not express MTD-driven shRNAs) still carried this mark at normal levels. While *lid*, *Sin3a* and *mod(mdg4)* KD ovaries displayed normal H3K27me3 staining, we observed a moderate reduction in H3K27me3 levels in nurse cells in *Snr1* KD ovaries, even while H3K27me3 levels were not affected on the karyosome (S4B Fig).

We next carried out H3K27me3 Cut&Run on ovaries from all KDs. Within our 278 identified H3K27me3 domains (see above), we compared the average enrichment in H3K27me3 signal in control and KD ovaries (Fig 3C). In *E(z)* KD ovaries, Cut&Run experiments revealed only a moderate loss of H3K27me3 signal (35% average reduction at these domains compared to controls) (Fig 3C), contrasting with the strong global reduction in H3K27me3 immunofluorescence signal. This difference is likely to reflect the fact that the H3K27me3 signal from Cut&Run experiments originates from both germline and somatic cells. Accordingly, *E(z)* KD completely abrogated H3K27me3 signal at the *spen*, *Corto* or *ptc* loci, all of which are decorated with H3K27me3 in nurse cells but not in follicle cells (S4C Fig) [50]. In contrast, the *gl*, *dpp*, or *repo* loci, which show stronger H3K27me3 in follicle cells compared to nurse cells, were only slightly affected in *E(z)* KD ovaries (S4C Fig). Together, these results show that our Cut&Run strategy detects H3K27me3 signal from both germline and somatic cells and is able to detect quantitative differences in the averaged signal when nurse cells are strongly affected. Consistent with immunofluorescence experiments, *lid*, *Sin3a* and *mod(mdg4)* KDs had only a modest global impact on average H3K27me3 levels (5% reduction compared to control), and no effect on the spread of H3K27me3 domains (Fig 3C). Also consistent with our immunofluorescence experiments, *Snr1* KD led to a more severe average reduction of H3K27me3 Cut&Run signal compared to control (20%), although not as dramatic as *E(z)* KD.

In agreement with genome-wide observations, the levels of H3K27me3 in the *dhd* mini-domain were reduced in *E(z)* KD ovaries and unaffected in *Sin3a* or *mod(mdg4)* KD ovaries. More surprisingly, the domain was not measurably affected in *Snr1* KD ovaries, despite the fact that H3K27me3 is globally impacted by this knockdown (Figs 3D and S5A). Within the sensitivity limits of our approach, these results indicate that *Sin3a*, *Snr1* and *mod(mdg4)* KDs have little if any impact on H3K27me3 at the *dhd* locus. Conversely, in *lid* KD ovaries, in which global H3K27me3 levels were unaffected, we detected an increase in H3K27me3 levels at the *dhd* mini-domain (Figs 3C, 3D and S5A). This raised the possibility that Lid could facilitate *dhd* expression by counteracting Polycomb-mediated repression.

Since the *dhd* mini-domain also featured H3K9me3, we next turned to Cut&Run followed by qPCR to evaluate its status in KD ovaries. H3K27me3 Cut&Run-qPCR measures the expected enrichments at H3K27me3 domains and detects variations in the signal coherent with Cut&Run-seq results (Figs 3E and S5B). To validate the H3K9me3 Cut&Run-qPCR approach in ovaries, we exploited the *CG12239* gene as a positive control [45], and detected an expected enrichment in H3K9me3 signal at this locus (Figs 3E and S5B). At the *dhd* locus, H3K9me3 was enriched as expected from ChIP-seq results. Importantly, knockdown of *lid*, *Sin3a*, *mod(mdg4) or Snr1* had no effect on this enrichment (Fig 3E). The *dhd* heterochromatin mini-domain including H3K27me3 and H3K9me3 is thus independent of Sin3A, Snr1, whereas Lid counteracts H3K27me3.

We next evaluated the impact of different KDs on the *dhd* mini-domain short fragment peaks at border regions. We first analyzed the effect of our different knockdowns on the full set of 679 peaks previously defined (Fig 2B). Both *E(z)* and *Snr1* KD led to a strong (~63%) decrease in short fragment peak average counts genome-wide (Fig 4A). Since these KDs also affect global H3K27me3 levels, this reduction could result from a general absence of histone modification-targeted MNase on chromatin. Remarkably, *Sin3a* KD led to a similarly strong effect on short fragment peak counts that could not be attributed to its global impact on H3K27me3. Instead, this data suggests that Sin3A is required to ensure proper occupancy and organization of transcription factors and/or nucleosomes at DNA regulatory elements associated with H3K27me3. In contrast, *lid* or *mod(mdg4)* KD did not globally affect short fragment peak counts, indicating that these factors do not play such a role (Fig 4A).

**Fig 4:**
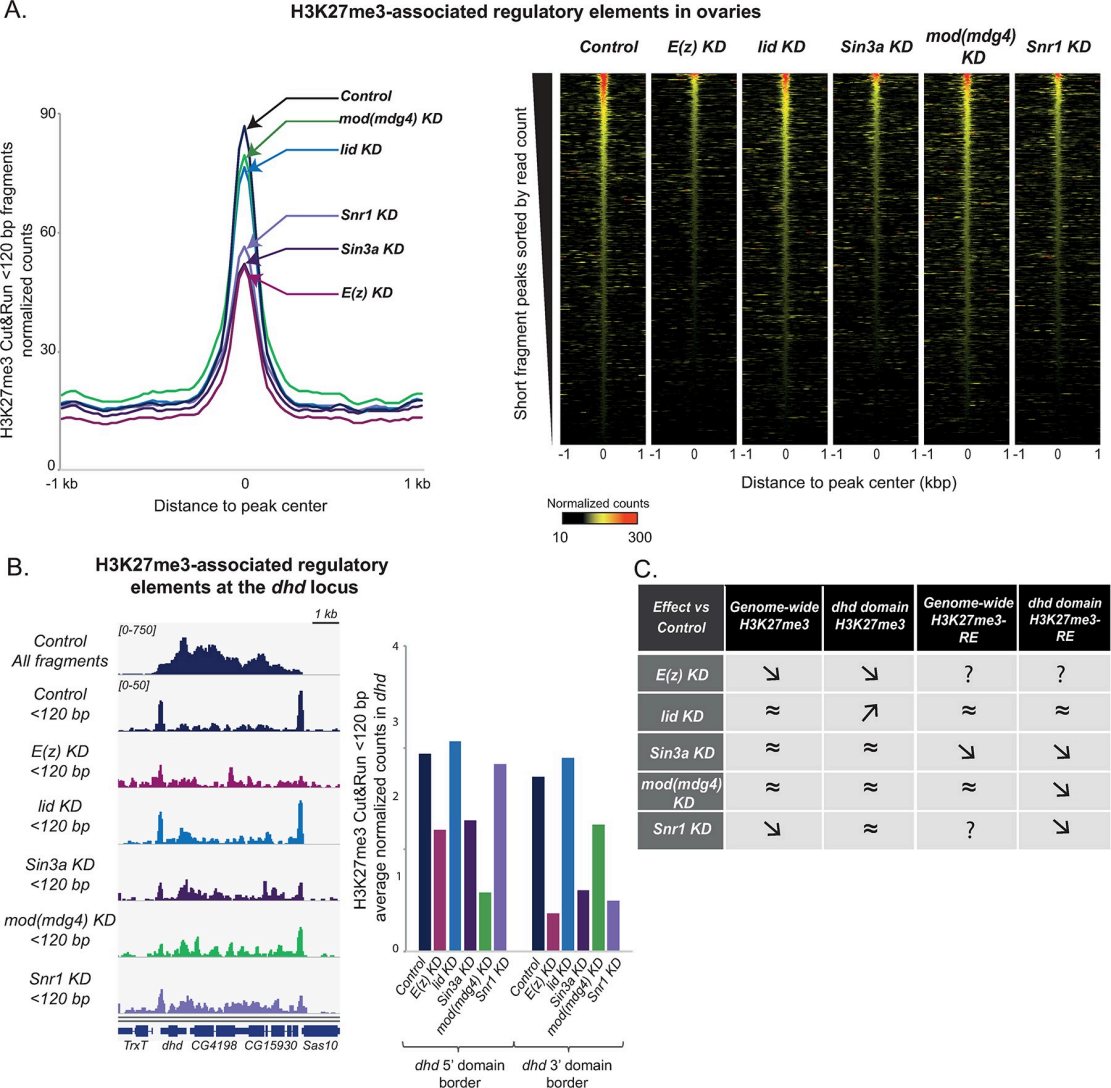
Sin3A, Snr1 and Mod(mdg4) control the regulatory architecture of the *dhd* H3K27me3 mini-domain. A–*Sin3a* and *Snr1* KD, but not *lid* or *mod(mdg4)*, impact H3K27me3-associated regulatory elements genome-wide. Left: H3K27me3 Cut&Run <120 bp fragments normalized counts in Control and KD ovaries, plotted at ±1kb around the summit of short fragment peaks. Right: Heatmaps displaying H3K27me3 Cut&Run short fragment peaks normalized read counts ±1kb around peak center in Control and KD ovaries. B- Sin3A, Snr1 and Mod(mdg4), but not Lid, impact the organization of regulatory elements at the borders of the *dhd* H3K27me3 mini-domain. Left: genome browser plots of normalized Control H3K27me3 Cut&Run signal (all fragments, top) and of normalized signal from <120bp fragments retrieved in H3K27me3 Cut&Run in Control and KD ovaries. Right: Quantification of <120bp fragments normalized read counts for the same samples. 5’ and 3’ border elements are plotted separately. Data in this figure is for one representative replicate: other replicates are shown in S4C Fig. Table recapitulating the effect of the different KDs on H3K27me3 and H3K27me3-associated regulatory elements (H3K27me3-RE) genome-wide and at the *dhd* locus. “≈” indicates modest or no change, “↗” indicates an increase and “↘” a decrease in average read counts compared to Control. “?” indicates inability to conclude.

Consistent with their effects genome-wide, short fragment counts at the *dhd* mini-domain border elements were strongly diminished upon *E(z)* and *Sin3a* KDs (Figs 4B and S5C). Intriguingly, *mod(mdg4)* KD led to a similar impact on these border elements (particularly the *dhd-*proximal one), even though it did not globally affect H3K27me3-associated elements genome-wide (Figs 4B and S5C). This observation could indicate that the *dhd* border elements become less frequently occupied by transcription factors, that these factors become less frequently associated with H3K27me3, and/or that their nucleosomal organization is compromised. In all cases, this suggests that Mod(mdg4) is required to ensure chromatin organization of the border DNA regulatory elements at the *dhd* mini-domain. Remarkably, *Snr1* KD led to a similar effect on border elements without affecting H3K27me3 levels at the *dhd* mini-domain, suggesting that Snr1 is also required for the proper organization of the *dhd* border elements. In striking contrast, *lid* KD had no detectable effect on these regulatory elements (Figs 4B and S5C). We concluded that Lid, although essential for *dhd* expression, was not required to ensure the proper organization of *dhd* border elements.

Altogether our results, summarized in Fig 4C, indicate that Lid, Sin3A, Snr1 and Mod(mdg4), impact H3K27me3 or its associated regulatory elements genome-wide and/or at the *dhd* mini-domain in four distinct manners.

### The *dhd* promoter-proximal DNA regulatory element is required for *dhd* expression independently of its heterochromatin mini-domain

We next performed sequence analysis of the *dhd* mini-domain border elements, screening against the flyreg.v2 transcription factor DNA binding motif database [51,52]. At the 5’ border element, which mapped to the *dhd* promoter region, we identified four perfect matches for the DNA replication-related element (DRE) motif, TATCGATA (Fig 5A). This motif is recognized by the insulator-associated factor BEAF-32 [53] and the core-promoter factor DREF [16]. These four DRE motifs overlap in the palindromic sequence TATCGATATCGATA, 37bp upstream of the *dhd* transcription start site. Consistently, BEAF-32 and DREF both occupy this element in Kc cells (S6 Fig) [38]. Previous studies showed that BEAF-32 null females are partially fertile (~40% hatching rate) [54], indicating that this factor is not essential for *dhd* expression. In turn, DREF is essential in a cell-autonomous manner and indeed *dref* mutations cause oogenesis defects [55]. Accordingly, we observed severe atrophy and failure to produce oocytes in *dref* KD ovaries. Because this precluded studying the role of DREF in *dhd* regulation, we instead sought to probe the importance of the DRE motifs themselves.

**Fig 5:**
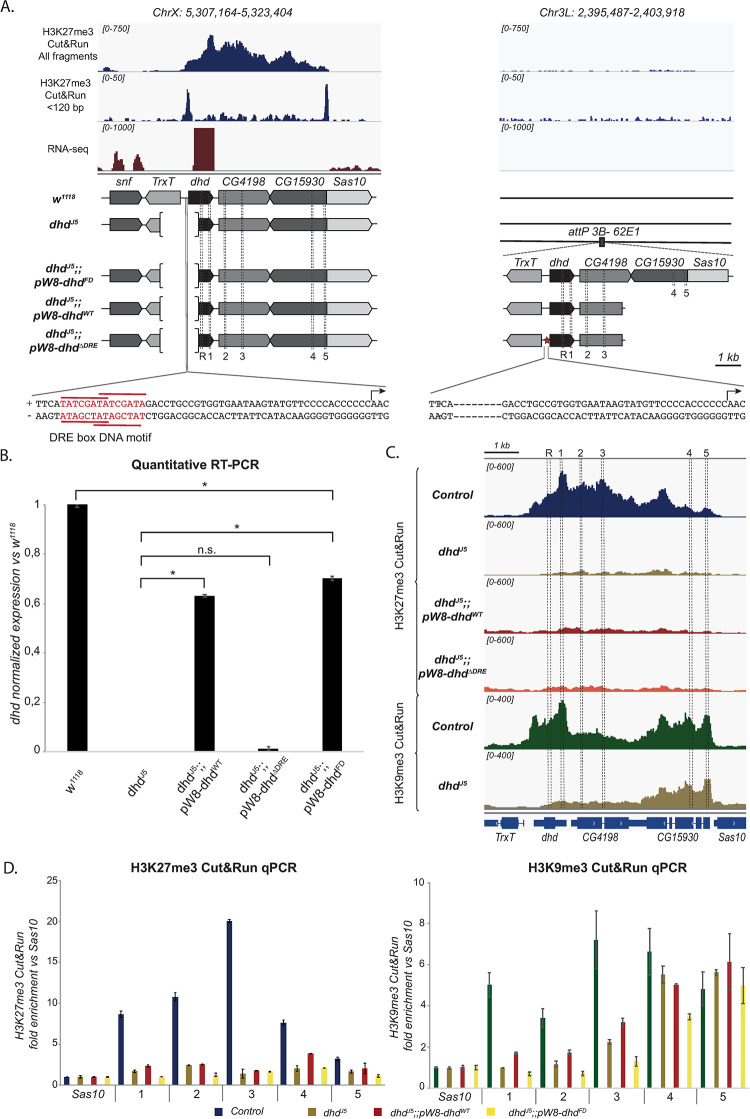
The *dhd* promoter-proximal DRE motifs are required for its expression. A–Schematic representation of the genotypes studied in this figure. Upper panels: genomic browser views recapitulating the Control distribution of H3K27me3 Cut&Run signal (all fragments and <120bp fragments) as well as RNA-seq signal from Figs 1 and 2 at the *dhd* locus and showing lack of signal at the transgene insertion locus in the absence of any transgenic construct. Middle panel: schematic representation of the genomic composition of *w*^*1118*^ (reference strain), mutant and rescue flies, indicating the status of the *dhd* locus and the composition of the rescue transgene. Dashed lines indicate the targeted region by primer couples (primers R and 1–5) used for RT- and Cut&Run-qPCR in panels B and D. Bottom panel: sequence of the *dhd* promoter at the endogenous location (left) and in the ΔDRE mutant transgene where the 14bp containing the DRE motifs were deleted. B- The DRE motifs at the *dhd* promoter are necessary for its expression. RT-qPCR quantification of *dhd* mRNA levels in ovaries from wild-type *w*^*1118*^ flies, *dhd*^*J5*^ mutants or *dhd*^*J5*^ mutants carrying either a WT (*pW8-dhd*^*WT*^) or a mutant (*pW8-dhd*^*ΔDRE*^) or a full domain (*pW8-dhd*^*FD*^) transgene (measured using the R primers, normalized to *rp49* and relative to expression in *w*^*1118*^). Data from biological duplicates analyzed in technical duplicates are presented as mean ± SEM. P values indicate one-way ANOVA with Tukey’s multiple comparisons test (* P < 0.0001; n.s = not significant). C- The *dhd* heterochromatin domain is affected in *dhd*-containing transgenic constructs. Genome browser plots of normalized ovarian H3K27me3 and H3K9me3 Cut&Run signal at the *dhd* genomic region in the indicated genotypes. The H3K27me3 domain is abolished in all transgenic rescues. The H3K9me3 domain is partly affected in the *dhd*^*J5*^ mutant, being lost the *dhd-*proximal end but maintained in the *dhd*-distal end. Dashed lines and numbers (1 to 5) indicate the targeted region by primer couples used for qPCR in panel D. D- A transgene containing the full *dhd* domain does not restore heterochromatin marks. H3K27me3 and H3K9me3 Cut&Run-qPCR in Control, *dhd*^*J5*^, *dhd*^*J5*^*;;pW8-dhd*^*WT*^ *and dhd*^*J5*^*;;pW8-dhd*^*FD*^ ovaries. Fold enrichment was calculated relative to *Sas10*. Error bars show technical variability from a representative replicate. Data in this figure is for one representative replicate: other replicates are shown in S7 Fig.

The *dhd*^*J5*^ null allele is a 1.4 kb deletion affecting the entire promoter region including the promoter-proximal regulatory element, and part of the coding region of *dhd* [7,9] (Fig 5A). A *pW8-dhd*^*WT*^ transgenic construct, bearing the entire *dhd* gene -including its promoter region-, restores *dhd* expression as well as fertility in *dhd*^*J5*^ mutants [9] (Fig 5A, 5B and Table 1). We now constructed a second rescue transgene based on the *pW8-dhd*^*WT*^, where the 14bp carrying the DRE motifs were deleted (*pW8-dhd*^*ΔDRE*^) (Fig 5A). These constructs were inserted into the same genomic location as *pW8-dhd*^*WT*^ (62E1) and combined with the *dhd*^*J5*^ deficiency. In striking contrast to *pW8-dhd*^*WT*^, the *pW8-dhd*^*ΔDRE*^ construct was unable to rescue *dhd* expression, or substantially improve fertility in *dhd*^*J5*^ deficient flies (Fig 5B and Table 1). The DRE motifs are thus essential to ensure *dhd* expression.

To test a role for this regulatory element and its DRE motifs in regulating the H3K27me3/H3K9me3 mini-domain, we performed Cut&Run-seq and Cut&Run-qPCR on homozygous *dhd*^*J5*^ ovaries, as well as rescue *dhd*^*J5*^*;;pW8-dhd*^*WT*^ and non-rescued *dhd*^*J5*^*;;pW8-dhd*^*ΔDRE*^ ovaries. Strikingly, the 5.4kbp *dhd* H3K27me3 mini-domain was completely lost in *dhd*^*J5*^ ovaries (Figs 5C and 5D and S7), despite the fact that 90% of this mini-domain were intact in the deficient chromosome. This indicates that the *dhd-*proximal border of this mini-domain is essential for establishment and/or maintenance of H3K27me3. Furthermore, H3K27me3 signal was absent within the mini-domain in *dhd*^*J5*^*;;pW8-dhd*^*WT*^ rescue ovaries (Figs 5C and 5D and S7), suggesting that the 5’-most 2.8kbp of the domain are also insufficient to establish and/or maintain H3K27me3. This result further confirms that *dhd* can be expressed at high levels in the absence of H3K27me3, consistent with results from *E(z)* KD ovaries (S4A Fig). Finally, the H3K27me3 mini-domain was also completely absent in *dhd*^*J5*^*;;pW8-dhd*^*ΔDRE*^ ovaries (Fig 5C), indicating that the DRE motifs are required for *dhd* expression independently of H3K27me3.

Based on these observations, we hypothesized that the complete mini-domain sequence, including both border regulatory elements, might be necessary for restoring heterochromatin marks. We thus constructed a transgene containing the full domain sequence of the *dhd* heterochromatin domain (*pW8-dhd*^*FD*^) (Fig 5A), inserted at the same genomic location as the *pW8-dhd*^*WT*^ transgene. Interestingly, this transgene restored *dhd* expression (Fig 5B) and rescued fertility (Table 1) but was unable to restore H3K27me3 (Figs 5D and S7). These results indicate that the border-to-border mini-domain is not autonomous and suggest that its genomic location impacts its chromatin configuration.

We next focused on the H3K9me3 mark. In contrast to H3K27me3, Cut&Run analysis in *dhd*^*J5*^ mutants showed that H3K9me3 was lost at the *dhd*-proximal half of the domain, while this mark was maintained at the *dhd-*distal part (Fig 5C). Cut&Run-qPCR using primers across the *dhd* domain revealed that H3K9me3 was not restored at the *dhd-*proximal part of the H3K9me3 domain in *dhd*^*J5*^*;;pW8-dhd*^*WT*^ or *dhd*^*J5*^*;;pW8-dhd*^*FD*^ ovaries (Figs 5D and S7). Together, these results indicate that the border-to-border mini-domain is not autonomous to establish its own heterochromatin configuration, and that *dhd* expression can proceed at near normal levels independently of these marks.

### Lid, Sin3A, Snr1 and Mod(mdg4) activate *dhd* independently of its heterochromatin mini-domain

The fact that the *pW8-dhd*^*WT*^ transgene restored most of *dhd* expression without re-establishment of the heterochromatin mini-domain at this locus provided an opportunity to clarify the role of our set of *dhd* regulators. KD of *lid* is associated with increased H3K27me3 at the *dhd* mini-domain, suggesting that Lid may operate as an anti-repressor by counteracting heterochromatinization of the locus. However, we have previously found that *dhd* expression is not re-established in *lid* KD ovaries carrying a *pW8-dhd*^*WT*^ rescue transgene [5]. Lid is thus required for *dhd* expression not only at its endogenous locus but also from the rescue transgene not decorated by H3K27me3 (Fig 5). Therefore, Lid activates *dhd* independently of heterochromatin, suggesting that it does not operate strictly as an anti-repressor.

To discriminate between anti-repressive or activating roles of Sin3A, Mod(mdg4) and Snr1, we generated flies combining a *dhd*^*J5*^ deficiency, the *pW8-dhd*^*WT*^ transgene and an shRNA targeting *lid*, *Sin3a*, *Snr1 or mod(mdg4)*, driven in germ cells by a *nos-Gal4* driver (Fig 6A). We confirmed by RT-qPCR that knockdowns were still efficient when using this driver (S8A Fig). Remarkably, all of these flies were almost completely sterile, and showed strong downregulation of *dhd* revealed by RT-qPCR (Fig 6B and Table 1). Using Cut&Run-qPCR at the *dhd* locus, we further confirmed that these knockdowns had no effect on H3K27me3, which remained depleted in all conditions (Figs 6C and S8B). Lid, Sin3A, Snr1 and Mod(mdg4) therefore stimulate *dhd* transcription in the absence of its heterochromatin mini-domain.

**Fig 6:**
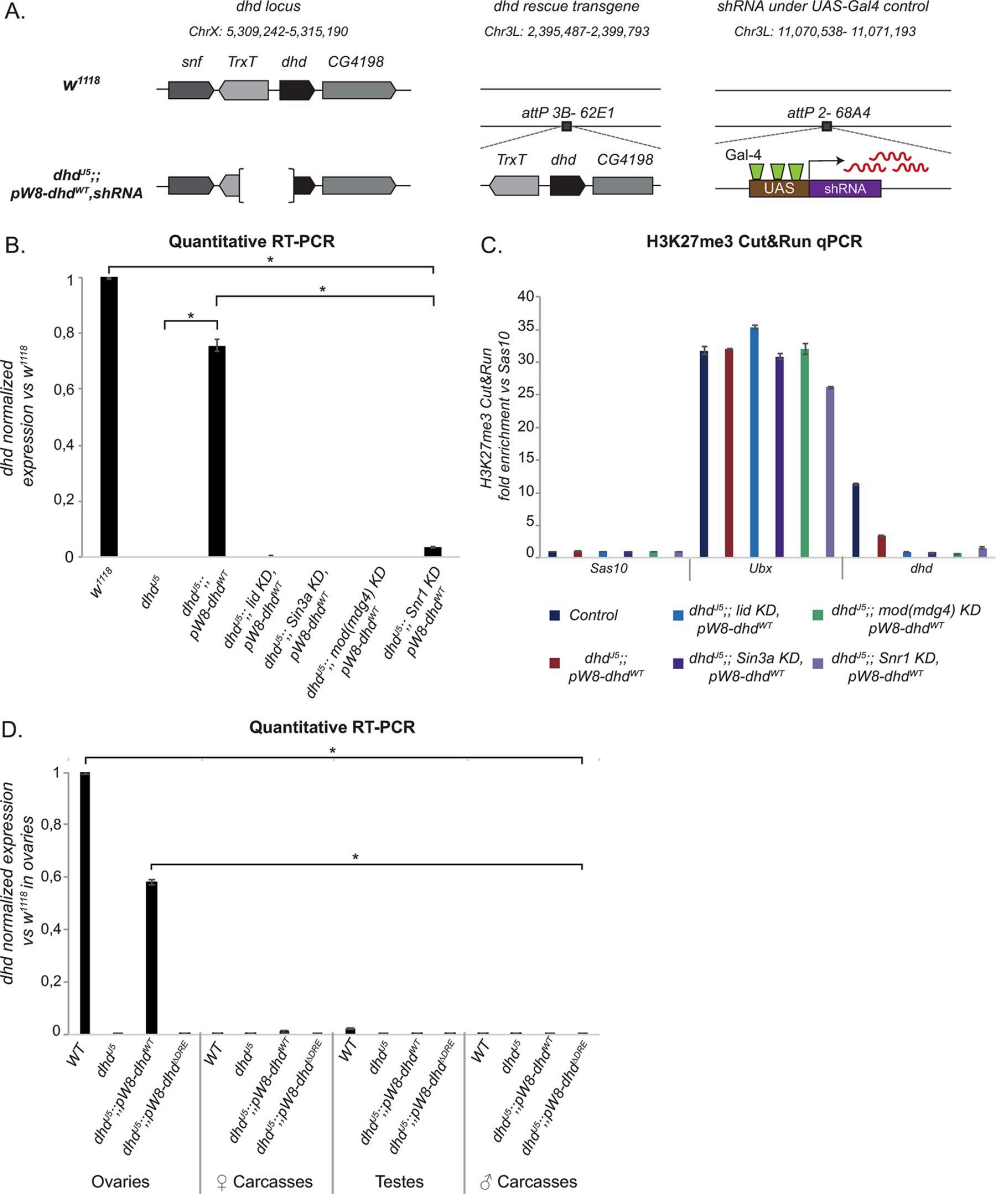
Lid, Sin3A, Mod(mdg4) and Snr1 are necessary for *dhd* expression in the absence of its heterochromatin domain. A–Schematic representation of the genomic composition of *w*^*1118*^ (reference strain) and mutant flies carrying a rescue transgene and shRNA constructs controlled by the female germline specific nanos-Gal4 driver, respectively inserted at the platforms *attP 3B- 62E1* and *attP 2-68A4*. B-The rescue transgene does not restore *dhd* expression in KD ovaries. RT-qPCR quantification of *dhd* mRNA levels in ovaries of the indicated genotypes (normalized to *rp49* and relative to expression in *w*^*1118*^ ovaries). Data from biological duplicates analyzed in technical duplicates are presented as mean ± SEM. P value indicates one-way ANOVA with Tukey’s multiple comparisons test (* P < 0.0001), C-H3K27me3 is absent from the *dhd* rescue transgene. H3K27me3 Cut&Run-qPCR in the indicated genotypes. The *Sas10* gene was used as negative control and *Ubx* as positive control. Fold enrichment was calculated relative to *Sas10*. Error bars show technical variability from a representative replicate. Error bars show technical variability from a representative replicate. Data in this figure is for one representative replicate: other replicates are shown in S8 Fig. D- *dhd* is not ectopically expressed in adult tissues in the absence of its heterochromatin domain. RT-qPCR quantification of *dhd* mRNA levels in dissected ovaries or corresponding female carcasses as well as testes or corresponding male carcasses, in all indicated genotypes (normalized to *rp49* and relative to expression in ovaries in *w*^*1118*^). Data from biological duplicates analyzed in technical duplicates are presented as mean ± SEM. P value indicates one-way ANOVA with Tukey’s multiple comparisons test (* P < 0.0001).

Our results indicate that the *dhd* heterochromatin mini-domain does not play a repressive role in ovaries, but do not exclude that it might maintain *dhd* silent in other tissues. RT-qPCR analysis on dissected ovaries, testes and male and female carcasses from transgenic lines expressing *dhd*^*J5*^;;*pW8-dhd*^*WT*^ revealed *dhd* expression uniquely from ovaries (Fig 6D). Because this transgene rescues *dhd* expression without restoring heterochromatin marks, these results suggest that the *dhd* heterochromatin mini-domain is not essential to repress ectopic *dhd* expression in adults. We note, however, that we cannot exclude that *dhd* was weakly and/or transiently expressed in certain cell types in these conditions, or that the rescue transgene could accumulate repressive marks in tissues other than ovaries.

## Discussion

### The ovarian hyperactivation of *dhd*

Here, we sought to understand how the genomic and epigenomic environments of *dhd* contributed to its remarkable regulation, its expression being both among the highest in Drosophila, and absolutely specific to adult ovaries [5,9]. Lid, Sin3A, Snr1 and Mod(mdg4) all shared a critical and rather specific role in ensuring *dhd* expression. Yet, these four broadly expressed proteins play multiple roles other than *dhd* regulation. For example, transcriptomic analyses following individual depletion of Lid, Sin3A or Snr1 in S2 cells, wing discs or pupae shows activation or repression of hundreds of targets [19,22,56]. ChIP-seq data further indicates that Mod(mdg4), Sin3A and Lid each target several thousand sites in the genome [24,26,57,58]. 

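The number of genes past the threshold depended on the threshold set. At an adjusted p under 0.05, the authors' deposited table for *Snr1* KD lists 2113 genes, 1122 higher and 991 lower than control. At the same threshold, the authors' deposited table for *mod(mdg4)* KD lists 3978 genes, 1932 higher and 2046 lower. With a log2 fold change of at least 1 in size also required, 455 genes remain in the authors' deposited table for *Snr1* KD, 245 of them higher, and 629 in that for *mod(mdg4)* KD, 470 of them higher. An adjusted p was given for 9743 genes in *Snr1* KD and 10549 genes in *mod(mdg4)* KD in the authors' deposited tables. Compared with each other by edgeR's quasi-likelihood test, the KDs differed in 3454 of 9089 genes, 1683 higher and 1771 lower in *Snr1* KD. Of these, 1181 differed by at least 1 on the log2 scale. The split between higher and lower was less even when either *mod(mdg4)* KD library was left out, with more genes lower in *Snr1* KD. Among the fits with a library left out, the number of genes that differed was lowest, 2052, without *mod(mdg4)* KD replicate 1. The largest falls in *Snr1* KD relative to *mod(mdg4)* KD included *GILT3*, with 3 and 2 counts against 2357 and 1885, and *CG33502*, with no count against 96 and 77, at least 42.1-fold lower with a floor of 3 counts over both libraries. For *CG33502* the authors' deposited tables call no change against control. The log2 fold changes there are 0.00 (DESeq2 adjusted p = 1) in *Snr1* KD and 0.071 (DESeq2 adjusted p = 0.605) in *mod(mdg4)* KD. Deposited fold changes were smaller than the ratios of the counts at low counts. They therefore cannot settle this difference, which is left uncertain. The largest rises in *Snr1* KD relative to *mod(mdg4)* KD included *CG43064*, with 1917 and 2698 counts against 1 and 11, and *CG14204*, with 231 and 201 counts against 4 and 2. Of the other 3 largest rises, *snRNA:U5:34A* had no count in *mod(mdg4)* KD and was at least 24.2-fold higher in *Snr1* KD. *Shawl* was 152-fold higher (exact 95% interval 26.7 to 6060.0) and *asRNA:CR45818* 114-fold higher (19.9 to 4545), each with 1 count in *mod(mdg4)* KD.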

Consistently, our RNA-seq analyses did reveal that each of these knockdowns were associated to up- or down-regulation of 407 to 2020 genes in ovaries, with *dhd* being in every case among the most strongly dependent on these factors. We propose that *dhd* is a hypersensitive gene that reacts radically to epigenome imbalances.

The key question is therefore what is the formula for *dhd* ovarian hyperactivation. One reasonable hypothesis was that *dhd* could be highly regulated by distal enhancers. This would be notably consistent with the previously described role of Mod(mdg4) in organizing 3D contacts between regulatory elements and promoters [26]. It would also be consistent with recent findings that H3K27me3 micro-domains may reflect such contacts [59]. However, no interaction between *dhd* and any other locus can be found in Hi-C data, and our rescue transgene experiments show that a small, ectopic genomic segment almost fully recapitulates its expression, arguing that the genomic and epigenomic environment at the endogenous *dhd* region may play only a minor role in its ovary-specific hyperactivation.

We indeed found a key regulatory element containing a tandem DRE motif, known to recruit the DREF core promoter factor. The minimal DRE motif (TATCGATA) is found in thousands of gene promoters [60], while multiple genes were individually shown to require this motif for proper activation. These include genes with ovarian expression, and, accordingly, DREF mutations cause oogenesis defects and female sterility [55]. In contrast, the particular tandem DRE motif in the *dhd* regulatory sequence is uncommon, being only found in 9 other gene promoters. Yet, among these 9 genes, only 4 displayed an expression bias in ovaries, and none were nearly as highly transcribed as *dhd*. Therefore, this motif does not seem to be autonomously sufficient for ovarian hyperexpression.

Another unusual feature of *dhd* is its surrounding heterochromatin mini-domain bearing both H3K27me3 and H3K9me3 marks, as well as H3K4me3. The co-occurrence of these active and repressive modifications at an ensemble of developmentally regulated genes in mammals led to the concept of bivalent promoters [61]. It is speculated that such promoters may be poised for rapid activation or repression upon differentiation. In *Drosophila*, bivalent chromatin is associated with genes that can be strongly activated in a tissue-specific manner [62,63]. Our experiments showed that *dhd* is expressed at ~60–70% of its normal levels in *E(z)* KD ovaries, as well as in rescue transgenes—conditions in which the H3K27me3/H3K9me3 mini-domain is impaired. We thus cannot exclude that these heterochromatin marks play a positive role in *dhd* activation to ensure its transcription at maximum capacity, perhaps via establishment of a bivalent configuration. We also note that our whole-tissue experiments leave the possibility open that these histone modifications may decorate *dhd* in different cell types and/or at different times during gametogenesis.

Altogether, we uncovered multiple unusual genomic and epigenomic characteristics at the *dhd* locus, but failed to identify any single feature that was truly defining. The dramatic regulation of *dhd* may rely not on any individual trait but rather on a unique combination of such rare features. Further work will be needed to elucidate how these different components may together achieve ovarian hyperexpression.

### A non-canonical chromatin domain

The unique properties of *dhd* led us to uncover interesting features of its epigenomic regulators. First, *dhd* is embedded in an H3K27me3 mini-domain flanked by regulatory elements. A recent report suggested that H3K27me3 domain borders may be established independently of PREs or border elements, provided that an immediately neighboring active gene instead delimits H3K27me3 spreading [47]. The case of *dhd* is however peculiar in that the H3K27me3 domain border overlaps with this highly active gene, a scenario that was not found in other domains. The coincidence of H3K27me3 and H3K9me3 is also uncommon and, in fact, we could not find any other such dual domain in ovaries. Our result favors the view that this heterochromatin domain does not silence *dhd* expression. Nonetheless, H3K9me3 was always maintained at the *dhd-*distal portion of the domain. We therefore cannot exclude that this mark represses *dhd* neighbors.

An intriguing question is then how this heterochromatin mini-domain is formed. We found that a transgene containing the full mini-domain sequence is unable to restore H3K27me3 or H3K9me3, suggesting that genomic location of this domain is a critical determinant of *dhd* heterochromatin. From this perspective, the border elements may act as weak PREs, as described in other contexts [64]. Interestingly, we also showed that H3K9me3 can be partially maintained at the distal part of the domain in *dhd*^*J5*^ mutants while H3K27me3 is completely lost. This indicates that these marks are not necessarily inter-dependent at this locus, and H3K9me3 may benefit from additional mechanisms ensuring its deposition. While not much is known on highly localized euchromatic deposition of H3K9me3, Smolko and colleagues suggested that Setdb1-dependent accumulation of H3K9me3 at certain target genes is dependent on the RNA-binding protein Sxl [45]. At the *dhd* domain, different mechanisms could thus ensure H3K27me3 and H3K9me deposition, both of which would depend on the endogenous genomic location.

Along these lines, another recent study reported the existence of H3K27me3 micro-domains (typically 2–8 nucleosomes wide) that depend on 3D contacts with larger H3K27me3 domains, mediated, in particular, by BEAF-32 and CP190 [59]. The *dhd* mini-domain is wider and much more strongly enriched in H3K27me3 than typical micro-domains. Nonetheless, our data is consistent with a model whereby H3K27me3 could be deposited via such looping interactions. First, BEAF-32 and CP190 are indeed found at the border elements of the *dhd* mini-domain. Second, this mini-domain does not feature internal PREs and border elements are only weakly if at all bound by Polycomb proteins, arguing against an autonomous recruitment of E(z). Finally, a deletion of the BEAF-32/CP190-bearing regulatory element in the *dhd*^*J5*^ mutant, or its displacement to an ectopic genomic location in rescue transgenes both abrogate H3K27me3 deposition. Consistent with such a model, data from Heurteau *et al*. show a modest reduction of H3K27me3 enrichment at the *dhd* mini-domain upon BEAF-32 depletion. Of note, BEAF-32 was also previously shown to facilitate H3K9me3 deposition at sites featuring multiple instances of the CGATA motif, analogous to those found at the *dhd* promoter [65]. Other studies found that ATCGAT motifs recognized by BEAF-32, also found at the *dhd* promoter, are more broadly enriched at the promoters of Lid-activated genes [66], which is the case of *dhd*. Thus, it is possible that a BEAF-32-mediated looping mechanism is responsible for H3K27me3 enrichment at the *dhd* mini-domain. However, our results also show that this mark is not strictly required to repress nor to activate *dhd* in adults, and that Lid, Sin3A, Snr1 and Mod(mdg4) activate *dhd* independently of it.

Scrutiny of *dhd* regulation further uncovered how its four regulators have convergent yet distinct roles. This was particularly intriguing for Lid and Sin3A, which can be found in a co-repressor complex [20], at odds with their positive impact on *dhd*. Indeed, their dual depletion in cultured cells causes the misregulation of hundreds of genes [19]. Interestingly, in that study, only 55 out of 849 affected genes were similarly impacted by individual and dual knockdowns, indicating that Lid and Sin3A functionally cooperate only at a minor subset of their common targets. This seems to be the case at the *dhd* locus, where individual KD of these factors caused an equally catastrophic collapse of transcriptional activity, suggesting a cooperative activity. Yet, Lid, but not Sin3A, acted as a negative regulator of H3K27me3 at the *dhd* locus, revealing at least partially independent functions. In contrast, Sin3A, but not Lid, controlled the stability of regulatory elements associated with this H3K27me3, not only at the *dhd* domain but also genome-wide.

Our results further show a critical role for Mod(mdg4) as a transcriptional activator. In cell lines, ChIP-seq experiments specifically mapping the insulating Mod(mdg4)67.2 isoform or total Mod(mdg4) showed that additional isoforms are recruited to DNA [24]. Isoforms other than the 67.2 were found in particular at gene promoters in ovaries and female heads [4]. Such is the case at the *dhd* promoter, where total Mod(mdg4) is found but not the 67.2 isoform (S2B Fig). Non-insulating roles of Mod(mdg4) were previously discussed in the context of the Polycomb-repressed Bithorax complex where the close binding of Mod(mdg4) to *Abd-B* transcription start sites suggested a role in transcription activation [26]. While we cannot rule out indirect effects, these observations argue that an activating isoform of Mod(mdg4) operates directly at the *dhd* promoter. In agreement, Mod(mdg4) appears to be essential to activate *dhd* within its H3K27me3 mini-domain, seemingly by stabilizing the *dhd* promoter regulatory element, although its function is equally essential in the absence of heterochromatin marks in the *dhd* transgenic rescue construct.

The Snr1-containing Brahma complex is required for activation of target genes in *Drosophila in vivo*, notably during immune responses [60] and tissue regeneration [56]. In ovaries, while Snr1 has a global impact on nuclear integrity and architecture, previous immunostaining experiments interestingly showed that this factor is only expressed during a restricted time in early oogenesis [22]. This underlines the fact that *dhd* may be dynamically regulated during oogenesis, with different regulatory components intervening at particular times. Considering that *Snr1* KD causes a disruption of the *dhd* promoter-proximal regulatory element associated with H3K27me3, this would suggest that its associated DNA-binding transcription factors also intervene during a restricted time in oogenesis. A precise dissection of the timing of *dhd* transcription, and determining whether these factors target *dhd* directly and simultaneously, would be essential to understand the cascade of events leading to its massive expression.

The case of *dhd* indeed illustrates the complexity of understanding the chromatin landscape at cell type-specific genes, when the starting material is a complex tissue. In this context, the Cut&Run analysis implemented in our study allowed us to reveal the co-occupancy of H3K27me3 nucleosomes and associated transcription factors. While this approach cannot identify the cell of origin of each individual DNA molecule, it can be used to make important deductions on the combinatorial co-occupancy on DNA of different chromatin components. This approach joins other recent methods comparable in their principle, namely the DNA methyl-transferase single-molecule footprinting (dSMF) method [67] and the low-salt antibody-targeted tagmentation (CUTAC) approach [68]. Together with single-cell methodologies, these approaches hold the potential to begin uncovering complex epigenomic regulation processes, such as that of *dhd*, that were until recently inaccessible.

## Materials & methods

### Drosophila strains

Flies were raised at 25°C on standard medium. The following stocks were obtained from the Bloomington *Drosophila* Stock Center (simplified genotypes are given): *P{TRiP*.*HMS00849}attP2* (*mod(mdg4)* shRNA; #33907), *P{TRiP*. *HMS00363}attP2* (*Snr1* shRNA; #32372), *P{TRiP*.*GL00612}attP40* (*lid* shRNA; #36652), *P{TRiP*.*GLV21071}attP2* (*lid* shRNA; #35706), *P{TRiP*.*HMS00359}attP2* (*Sin3a* shRNA; #32368), *P{TRiP*.*HMS00066}attP2* (*E(z)* shRNA; #*33659)*, *P{y[+t7*.*7] = CaryP}attP2* (Control line for TRiP RNAi lines; #B36303), *P{otu*-*GAL4*::*VP16*.*R}1; P{GAL4*-*nos*.*NGT}40; P{GAL4*::*VP16*-*nos*.*UTR}MVD1* (Maternal Triple Driver or “MTD-Gal4”; #31777), *P{GAL4*::*VP16*-*nos*.*UTR}MVD1* (“nos-Gal4”; #4937). Other stocks are: *w*^*1118*^, *Df(1)J5/FM7c* [7], *P[Mst35Ba-EGFP]* [27], *pW8-dhd*^*WT*^ [9]. TRiP lines target all predicted isoforms of their respective target genes. “Control” in shRNA experiments refers to the offspring of the control line for TRiP lines crossed with the MTD-Gal4 line.

For the *pW8-dhd*^*ΔDRE*^ mutant, two fragments were amplified by PCR from *w*^*1118*^ genomic DNA using the primers ΔDRE-1-for/ ΔDRE-1-rev and ΔDRE-2-for/ ΔDRE-2-rev (S1 Table). PCR products were assembled and cloned into the *pW8-dhd*^*WT*^ vector [9] previously digested by KpnI and BamHI using the NEBuilder HiFi DNA Assembly Cloning Kit (NEB, #E5520S). *dhd*^ΔDRE^ transgene was integrated in the *PBac{attP-3B}VK00031* platform (62E1) using PhiC31-mediated transformation and flies were generated by The Best Gene (TheBestGene.com).

### Germline knock-down and fertility tests

To obtain *KD* females, virgin shRNA transgenic females were mass crossed with transgenic Gal4 males at 25°C and females of the desired genotype were recovered in the F1 progeny. All RNAi experiments were carried at 25°C. To measure fertility, virgin females of different genotypes were mated to males in a 1:1 ratio and placed for 2 days at 25°C. They were then transferred to a new vial and allowed to lay eggs for 24 hours. Embryos were counted and then let to develop for at least 36 hours at 25°C. Unhatched embryos were counted to determine hatching rates.

### Gene expression analysis by RT-QPCR

Total RNA was extracted from ovaries of 3-day-old females using the NucleoSpin RNA isolation kit (Macherey-Nagel), following the instructions of the manufacturer. 1μg of total RNA was reverse transcribed using the SuperScript II Reverse Trancriptase kit (Invitrogen) with oligo (dT) primers. RT-qPCR reactions were performed in duplicates as described previously [5]. Primer sets used are provided in S1 Table. Statistical tests were performed using GraphPad Prism version 9.2.0 for Mac OS (GraphPad Software).

### Immunofluorescence and imaging

Early (0–30 min) embryos laid by females of the indicated genotypes were collected on agar plates. Embryos were dechorionated in bleach, fixed in a 1:1 heptane:methanol mixture and stored at -20°C. Embryos were washed three times (10 min each) with PBS 0.1%, Triton X-100 (PBS-T) and then incubated with primary antibodies in the same buffer on a wheel overnight at 4°C. They were then washed three times (20 min each) with PBS-T. Incubations with secondary antibodies were performed identically. Embryos were mounted in DAKO mounting medium containing DAPI.

Ovaries were dissected in PBS-T and fixed at room temperature in 4% formaldehyde in PBS for 25 minutes. Immunofluorescence was performed as for embryos. Ovaries were then mounted as described above.

Antibodies used are provided in S2 Table. Images were acquired on an LSM 800 confocal microscope (Carl Zeiss). Images were processed with Zen imaging software (Carl Zeiss) and ImageJ software.

### Western blotting

Ovaries from 30 females were collected and homogenized in lysis buffer (20mM Hepes pH7.9, 100mM KCl, 0.1mM EDTA, 0.1mM EGTA, 5% Glycerol, 0.05% Igepal and protease inhibitors (Roche)). Protein extracts were cleared by centrifugation and purified with Pierce GST Spin Purification Kit (ThermoFisher Scientific, #16106). Western analysis was performed using standard procedures and used antibodies and concentrations are presented in S2 Table.

### Ovarian RNA sequencing and analysis

Samples were processed as previously described [5].

Sequencing was completed on two biological replicates of the following genotypes:

*mod(mdg4)* KD (*MTD-Gal4*>*shRNA mod(mdg4)*), i.e

P{w[+mC] = otu-GAL4::VP16.R}1, w[*]/y[1] sc[*] v[1]; P{w[+mC] = GAL4-nos.NGT}40/+; P{w[+mC] = GAL4::VP16-nos.UTR}CG6325[MVD1]/P{y[+t7.7] v[+t1.8] = TRiP. HMS00849} attP2

*Snr1* KD (*MTD-Gal4*>*shRNA Snr1*), i.e

P{w[+mC] = otu-GAL4::VP16.R}1, w[*]/y[1] sc[*] v[1];P{w[+mC] = GAL4-nos.NGT}40/+; P{w [+mC] = GAL4::VP16-nos.UTR}CG6325[MVD1]/P{y[+t7.7] v[+t1.8] = TRiP. HMS00363}attP2

### Chromatin profiling by CUT&RUN

Cut&Run in *Drosophila* tissues was previously described [37]. Briefly, ovaries from 3-day-old flies were dissected in Wash+ Buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.9 mM spermidine, 0.1% BSA with cOmplete protease inhibitor, Roche) and were bound to BioMag Plus Concanavalin-A-conjugated magnetic beads (ConA beads, Polysciences, Inc). Tissues were then permeabilized for 10min in dbe+ Buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.9 mM spermidine, 2 mM EDTA, 0.1% BSA, 0.05% digitonin and protease inhibitors). Samples were then incubated with gentle rocking overnight at 4°C with primary antibody solution in dbe+ buffer (see S2 Table for antibody concentrations). Protein A fused to micrococcal nuclease (p-AMNase) was added in dbe+ buffer and samples were incubated with rotation at room temperature for 1 hour. Cleavage was done in WashCa+ buffer (20 mM HEPES pH 7.5, 150 mM NaCl, 0.9 mM spermidine, 0.1% BSA, 2 mM CaCl2 with and protease inhibitors) at 0° for 30 minutes. Digestion was stopped with addition of 2XSTOP Buffer (200mM NaCl, 20mM EDTA, 4mM EGTA, 62.5μg/mL RNaseA). Samples were incubated at 37°C for 30 min to digest RNA and release DNA fragments. Cleaved DNA was then recovered with Ampure XP beads (Beckman Coulter) immediately after protease treatment. Antibodies used for CUT&RUN are listed in S2 Table. Retrieved DNA was used either for qPCR or for library preparation followed by deep sequencing. Sequencing libraries for each sample were synthesized using Diagenode MicroPlex Library Preparation kit according to supplier recommendations (version 2.02.15) and were sequenced on Illumina Hiseq 4000 sequencer as Paired-End 100 base reads following Illumina’s instructions (GenomEast platform, IGBM, Strasbourg, France). Image analysis and base calling were performed using RTA 2.7.7 and bcl2fastq 2.17.1.14. Adapter dimer reads were removed using DimerRemover.

### Cut&Rut-qPCR

0,1 ng of retrieved DNA in Cut&Run were used as template in a real time quantitative PCR assay using SYBR Premix Ex Taq II (Tli RNaseH Plus) (Takara). All qPCR reactions were performed in duplicates using Bio-Rad CFX-96 Connect system with the following conditions: 95°C for 30s followed by 40 cycles of denaturation at 95°C for 5s and annealing and extension at 59°C for 30s. As a normalization control, we processed ovary samples from each studied genotype as for Cut&Run, except the antibody and pA-MNase incubation steps were omitted and instead we incubated tissue with 10U of Micrococcal Nuclease for 30min at 37°C (ThermoFisher Scientific, #88216). Fold change in histone mark enrichment was determined relative to this whole MNase control and relative to the *Sas10* gene, which was depleted in the histone marks tested in this study. Primer sets used are provided in S1 Table.

### Sequencing data processing

Paired-end reads were mapped to the release 6 of the *D*. *melanogaster* genome using Bowtie2 (v. 2.4.2). To compare samples with identical readcount for genome coverage quantifications, we employed Downsample SAM/BAM (Galaxy Version 2.18.2.1). To obtain short fragment datasets for DNA regulatory element identification, peak calling and visualization, we selected fragments shorter than 120 bp from SAM files. These were typically a small minority of all fragments, as our Cut&Run datasets were largely dominated by nucleosome-sized fragments (150-250bp). We therefore could separately analyze modification-bearing nucleosome coverage (for which the complete Cut&Run dataset, “All fragments”, was a good approximation) or putative regulatory element coverage (<120bp fragments). For genomic track visualization, we used bamCoverage from deepTools 2.0 (Galaxy Version 3.3.2.0.0) to calculate read coverage per 25bp bin for all fragments or 10bp bin for short fragments, with paired-end extension. Peak calling was done on sorted short fragments (<120 bp) with MACS2 (v. 2.1.1.20160309) with the following parameters:–nomodel,–p-value = 0.0001,–keep-dup = all and the rest by default. To establish a high-confidence short fragment peak list we retained peaks that were present in biological replicates from the control genotype. Genome browser views screenshots were produced with the IGV software, for Cut&Run we used a 25bp bin for all fragments and a 10bp bin for short fragments (<120bp). For the midpoint-plot of fragment sizes around short fragment peaks, the length of each fragment was plotted as a function of the distance from the fragment midpoint to the summit of the peak identified by MACS2. For signal quantification at the *dhd* locus, normalized read counts were counted within the domain (Coordinates [5,312,54–5,317,465]) or within border element peaks (5’ element: [5,312,120–5,312,211], *3’* element: [5,317,300–5,317,447])

Heatmaps were generated with RStudio (RStudio Team (2016). RStudio: Integrated Development for R. RStudio, Inc., Boston, MA URL) and the packages ‘gplots’ (v.3.1.1) and ‘plyr’ (Wickham, 2011).

### Motif scanning

Motif scanning on the *pW8-dhd*^*WT*^ transgene sequence was done with FIMO (v. 5.3.3) [69] using the flyreg v.2 motif database with default parameters.

## Supporting information

S1 Fig *mod(mdg4)* KD and *Snr1* KD downregulate *dhd*. A-*mod(mdg4)* KD and *Snr1* KD are efficient in the female germline. Left: RT-qPCR quantification of *mod(mdg4)* (top) or *Snr1* (bottom) mRNA levels in Control and KD ovaries (normalized to *rp49* and relative to expression in Control ovaries). Data from biological duplicates analyzed in technical duplicates are presented as mean ± SEM. Right: Quantification of *mod(mdg4)* (top) and *Snr1*(bottom) counts in RNA-seq data from Fig 1B. Both duplicates are shown. B-*lid*, *Sin3a*, *Snr1 and mod(mdg4)* KDs downregulate *dhd* but do not significantly affect its neighboring genes. Quantification of counts in RNA-seq data for *dhd* and its neighboring genes in Control, *lid*, *Sin3a*, *Snr1* and *mod(mdg4)* KD show that low-expressing genes in the *dhd* region are not or only modestly impacted by the KDs. Both duplicates are shown. C-Limited overlap in the effects of *mod(mdg4)* and *Snr1* KDs. Hierarchical clustering of sample distance heatmap of RNA-seq samples. D-Principal component analysis for RNA-seq samples. E- *lid*, *Sin3a*, *mod(mdg4) and Snr1* KD severely downregulate *dhd* expression. RT-qPCR quantification of *dhd* mRNA levels in ovaries of indicated genotypes (normalized to *rp49* and relative to expression in Control ovaries). Two different shRNA constructs (val21 and val22) against *lid* were tested. Data from biological duplicates analyzed in technical duplicates are presented as mean ± SEM.
(TIF) Click here for additional data file.

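Distances were computed over 7770 genes with a mean of at least 50 counts, on log2 CPM. The root mean square difference between replicates was 0.35 for *Snr1* KD and 0.22 for *mod(mdg4)* KD, and libraries of different KDs differed by 0.86 to 0.96. Across genes, Pearson's r of log2 CPM was 0.990 between the *Snr1* KD replicates, 0.996 between the *mod(mdg4)* KD replicates and at most 0.940 between libraries of different KDs. Over these 4 libraries, the first principal component held 90.8% of the variance and separated the KDs. The next held 6.4% and separated the *Snr1* KD replicates, at 15.4 and -13.7, while the *mod(mdg4)* KD replicates lay at 0.73 and -2.39.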

S2 Fig Cut&Run is consistent with ChIP-seq data. A—Histone modification profiles at the *dhd* region in cultured embryonic cells and ovaries. ChIP-seq data showing the active mark H3K4me3 (yellow) [5], and the repressive marks H3K9me3 (green) [40,45] and H3K27me3 (blue) (accession number GSE145282, [50]). B—Short fragment peaks align with known regulatory elements. Genome browser views of the bithorax complex (BX-C) (left) and the *dhd* region (right). Display of H3K27me3 Cut&Run (from Control ovaries, all fragments and <120bp fragments), ATAC-seq (from S2 cells, [35]), CP190 ChIP-seq (from Kc cells, [38]), Mod(mdg4) (all isoforms) and Mod(mdg4)67.2 isoform ChIP-seq (from Kc cells, [24]) Polycomb (Pc) and Polyhomeotic (Ph) ChIP-seq (from S2 cells, [37]). Cut&Run short fragments largely overlap with peaks from the other tracks displayed.
(TIF) Click here for additional data file.

S3 Fig Cut&Run maps H3K9me3 in ovaries. A- Cut&Run shows the expected enrichment of H3K9me3 at pericentromeric heterochromatin. Genome browser views of H3K9me3 ChIP-seq [45] and Cut&Run signal in all chromosomes. B- Cut&Run detects a previously identified H3K9me3 peak over a testis-specific TSS [45]. Genome browser view of *phf7* and neighboring genes. Blue arrow indicates testis-specific TSS and magenta arrow indicates ovary-specific TSS.
(TIF) Click here for additional data file.

S4 Fig Whole-ovary experiments yield signal from both somatic follicle cells and germline cells. A-*E(z)* KD does not severely affect *dhd* expression. RT-qPCR quantification of *dhd* mRNA levels in Control and *E(z)* KD ovaries (normalized to *rp49* and relative to expression in Control ovaries). Data from biological duplicates analyzed in technical duplicates are presented as mean ± SEM. B- *E(z)* KD and *Snr1* KD affect H3K27me3 levels in nurse cells. Confocal images of representative egg chambers in Control, *E(z)* KD, *lid* KD, *Sin3a* KD, *mod(mdg4)* KD and *Snr1* KD. In control ovaries, H3K27me3 staining marks somatic follicle cell nuclei, the karyosome and germline nurse cell nuclei. In *E(z)* KD ovaries the karyosome and nurse cells loose staining of the histone mark but follicle cells are marked normally. No notable change is observed in *lid* KD, *Sin3a* KD or *mod(mdg4)* KD while in *Snr1* KD nurse cells staining is less intense. Scale bar 10μm. C- Cut&Run in whole ovaries captures signal from both somatic and germline cells. Genome browser views of H3K27me3 Cut&Run signal in Control and *E(z)* KD ovaries and H3K27me3 ChIP-seq from FACS sorted nurse cells and somatic follicle cells [50]. Upper panels show representative loci enriched for the mark solely in nurse cells (germline) and absent in *E(z)* KD ovaries. Lower panels show H3K27me3 domains where the signal comes almost exclusively from follicle cells and is not significantly affected in the germline *E(z)* KD.
(TIF) Click here for additional data file.

S5 Fig Cut&Run is reproducible among replicates. A—H3K27me3 Cut&Run signal at the *dhd* locus from Control and KD ovaries. Left: Dotplot showing normalized read counts of H3K27me3 Cut&Run at the *dhd* domain from independent biological triplicates of the indicated genotypes (duplicates for *E(z)* KD). B—Cut&Run qPCR yields reproducible data among replicates. Biological replicates from H3K27me3 and H3K9me3 Cut&Run-qPCR in Control and KD ovaries shown in Fig 3E. The Sas10 gene was used as negative control and Ubx and CG12239 as positive controls for H3K27me3 and H3K9me3 respectively. Fold enrichment was calculated relative to Sas10. Error bars show technical variability. C—*Sin3a* KD, *Snr1* KD and *mod(mdg4)* KD affect the stability of the H3K27me3-associated regulatory elements at the *dhd* mini-domain. Dotplot showing normalized read counts of H3K27me3 Cut&Run <120bp fragments at *dhd* regulatory elements from independent biological triplicates of the indicated genotypes (duplicates for *E(z)* KD). 5’ and 3’ border elements are plotted separately.
(TIF) Click here for additional data file.

S6 Fig Dref and Beaf-32 are found at *dhd* regulatory elements. Genome browser views of ovarian H3K27me3 Cut&Run (all fragments and <120bp fragments) and Dref and Beaf-32 ChIP-seq (from Kc cells, [38]). <120 bp fragment peaks at the *dhd* domain borders align with DREF and Beaf-32 peaks.
(TIF) Click here for additional data file.

S7 Fig Cut&Run qPCR generates reproducible data from transgenes. Biological replicates of H3K27me3 and H3K9me3 Cut&Run-qPCR in Control, *dhd*^*J5*^, *dhd*^*J5*^*;;pW8-dhd*^*WT*^ and *dhd*^*J5*^*;;pW8-dhd*^*FD*^ ovaries shown in Fig 5D. Fold enrichment was calculated relative to Sas10. Error bars show technical variability.
(TIF) Click here for additional data file.

S8 Fig In *lid* KD, *Sin3a* KD, *mod(mdg4)* KD and *Snr1* KD rescue flies, H3K27me3 is absent from the *dhd* rescue transgene. A—*lid* KD, *Sin3a* KD, *mod(mdg4)* KD and *Snr1* KD are efficient in the female germline of rescue flies. From left to right: RT-qPCR quantification of *lid*, *Sin3a*, *mod(mdg4)* and *Snr1* mRNA levels in ovaries of the indicated genotypes (normalized to *rp49* and relative to expression in *w*^*1118*^ ovaries). Data from biological duplicates analyzed in technical duplicates are presented as mean ± SEM. B—The *dhd* rescue transgene does not restore H3K27me3 in KD flies. Biological replicates of H3K27me3 Cut&Run-qPCR in the indicated genotypes shown in Fig 6C. The *Sas10* gene was used as negative control and Ubx as positive control. Fold enrichment was calculated relative to *Sas10*. Error bars show technical variability.
(TIF) Click here for additional data file.

S1 Table List of primers used in this paper. (PDF) Click here for additional data file.

S2 Table List of antibodies used in this paper. (PDF) Click here for additional data file.

# Supplementary material for: Three classes of epigenomic regulators converge to hyperactivate the essential maternal gene deadhead within a heterochromatin mini-domain
**Source:** PLoS Genet. 2022 Jan 4;18(1):e1009615. doi: 10.1371/journal.pgen.1009615
**Supplement:** S1 Table

**Table S1. List of primers used in this paper.**

| <b>Primer</b> | <b>Sequence (5' → 3')</b> | <b>Purpose</b> |
|---------------|---------------------------|----------------|
| dhd-for       | TCTATGCGACATGGTGTGGT      | RT-qPCR        |
| dhd-rev       | TCCACATCGATCTTGAGCAC      | RT-qPCR        |
| lid-for       | ATTGGTTTCACGAGGATTGC      | RT-qPCR        |
| lid-rev       | CATAGCCACTTGGGTCGATT      | RT-qPCR        |
| Sin3a-for     | CGACAAATGGGTATCGTTCC      | RT-qPCR        |
| Sin3a-rev     | GACCAGGTCCAGCTCGAAT       | RT-qPCR        |
| mod(mdg4)-for | CAACAGATCACCGTGCAAAC      | RT-qPCR        |
| mod(mdg4)-rev | GTTTCAGATTTTCGTGGGCAAT    | RT-qPCR        |
| Snr1-for      | TCAGCTCCCACATCTTAGCC      | RT-qPCR        |
| Snr1-rev      | ACTGGCGTATCGGAAGTGTT      | RT-qPCR        |
| Rp49-for      | AAGATCGTGAAGAAGCGCAC      | RT-qPCR        |
| Rp49-rev      | GATACTGTCCCTTGAAGCGG      | RT-qPCR        |
| Ubx-for       | AAAATTCCTCGGCCTGATTC      | Cut&Run-qPCR   |
| Ubx-rev       | AAAAATGGGCGTAGCTCAGA      | Cut&Run-qPCR   |
| Sas10-for     | AGGAGGAGCAGCAGGATGT       | Cut&Run-qPCR   |
| Sas10-rev     | AGATCGCGGTCATCGTCTT       | Cut&Run-qPCR   |
| CG12239-for   | AGATGAGGGACGAAGGATTG      | Cut&Run-qPCR   |
| CG12239-rev   | TTCCTCGGTACGTTCACTT       | Cut&Run-qPCR   |
| dhd-3UTR-for  | GTTTAGCTTGTAAGCGCGAGA     | Cut&Run-qPCR   |
| dhd-3UTR-rev  | ATATCATCTGGTCACTGCTGTTG   | Cut&Run-qPCR   |
| CG4198-1-for  | GAGCAAGAAGAATGGCCAAC      | Cut&Run-qPCR   |
| CG4198-1-rev  | CGATCGTTGAACTCCTGGAT      | Cut&Run-qPCR   |
| CG4198-2-for  | GTGTCCATAGCGCAGCAG        | Cut&Run-qPCR   |
| CG4198-2-for  | AAGGTGAACATAACCCACAA      | Cut&Run-qPCR   |
| CG15930-1-for | ACCTGGACATCGGCTACATC      | Cut&Run-qPCR   |
| CG15930-1-rev | ACCATGTGCGAATTTTCGAT      | Cut&Run-qPCR   |

|               |                                                     |                |
|---------------|-----------------------------------------------------|----------------|
| CG15930-2-for | TTATTCCGCATTTTGGCACT                                | Cut&Run-qPCR   |
| CG15930-2-for | GGAAGAAGCCGAGGATAACA                                | Cut&Run-qPCR   |
| ΔDRE-1-for    | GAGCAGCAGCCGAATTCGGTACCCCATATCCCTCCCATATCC          | ΔDRE-transgene |
| ΔDRE-1-rev    | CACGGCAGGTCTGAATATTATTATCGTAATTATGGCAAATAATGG<br>C  | ΔDRE-transgene |
| ΔDRE-2-for    | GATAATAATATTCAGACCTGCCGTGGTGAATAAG                  | ΔDRE-transgene |
| ΔDRE-2-rev    | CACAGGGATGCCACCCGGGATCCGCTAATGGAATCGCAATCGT         | ΔDRE-transgene |
| FD-for        | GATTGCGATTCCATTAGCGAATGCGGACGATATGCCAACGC           | FD-transgene   |
| FD-rev        | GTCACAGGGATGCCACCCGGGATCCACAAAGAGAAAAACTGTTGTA<br>A | FD-transgene   |

# Supplementary material for: Three classes of epigenomic regulators converge to hyperactivate the essential maternal gene deadhead within a heterochromatin mini-domain
**Source:** PLoS Genet. 2022 Jan 4;18(1):e1009615. doi: 10.1371/journal.pgen.1009615
**Supplement:** S2 Table

**Table S2. List of antibodies used in this paper.**

| <b>Antibody</b>         | <b>Host animal</b>    | <b>Dilution</b> | <b>Experiment</b>  | <b>Company (Catalog#)</b>             |
|-------------------------|-----------------------|-----------------|--------------------|---------------------------------------|
| Anti-Histones           | mouse,<br>monoclonal  | 1:1000          | Immunofluorescence | Merck (#F152.C25.WJJ)                 |
| Anti-GFP                | mouse,<br>monoclonal  | 1:200           | Immunofluorescence | Roche (#118144600001)                 |
| Anti-H3K27me3           | rabbit,<br>polyclonal | 1:500           | Immunofluorescence | Merck (#07-449)                       |
| Anti-H3K27me3           | rabbit,<br>monoclonal | 1:100           | Cut&Run            | Cell Signalling Technology<br>(#9733) |
| Anti-H3K9me3            | rabbit,<br>polyclonal | 1:50            | Cut&Run            | Abcam (#8898)                         |
| Anti-DHD                | rabbit,<br>polyclonal | 1:1000          | Western Blot       | <i>Tirmarche et al., 2016 [1]</i>     |
| Anti- $\alpha$ -tubulin | mouse,<br>monoclonal  | 1:500           | Western Blot       | Merck (#T9026)                        |

**Reference:**

1. Tirmarche S, Kimura S, Dubruille R, Horard B, Loppin B. Unlocking sperm chromatin at fertilization requires a dedicated egg thioredoxin in *Drosophila*. *Nat Commun.* 2016;7: 13539. doi: 10.1038/ncomms13539

How the deposited data were processed for this re-analysis (not part of the article)

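RNA-seq counts were analysed for 4 ovary libraries of 3-day-old females, 2 of *Snr1* KD and 2 of *mod(mdg4)* KD, each made with MTD-Gal4 and an shRNA. Samples were grouped by the knockdown and replicate that their labels give. Control libraries and the libraries of other knockdowns were not analysed here.

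The authors aligned the reads of stranded, polyA-selected libraries with TopHat and deposited raw counts per gene for each library, without normalization. The counter, its strand setting and the annotation are not named in the paper's text, which refers to an earlier study. The authors also deposited 2 DESeq2 tables, each comparing a knockdown with control, with a mean signal of normalized counts, a log2 fold change with its standard error, a Wald score, and a p-value with its adjusted p-value per gene. The design and any shrinkage of the deposited log2 fold changes are not named in the paper's text. All files list the same 17470 genes by FlyBase identifier, and 17316 of these matched a gene symbol. The 4 libraries held no count for 4443 genes, and 3427 genes have a deposited mean of 0. Coordinates come from the Ensembl 115 annotation of BDGP6, since the files name no build.

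From the counts, the knockdowns were compared with edgeR 4.0.16 in R, with TMM factors, edgeR's default filter with a minimum count of 10, a quasi-likelihood test without a replicate term, and Benjamini-Hochberg adjustment, with a threshold of 0.05 on the adjusted p. The standard error was taken as the size of the log2 fold change over the square root of the F statistic. CPM values use the TMM factors, which were 1.09 and 1.10 for *Snr1* KD and 0.90 and 0.92 for *mod(mdg4)* KD. The alternatives were DESeq2 1.42.0, RLE factors, no scaling beyond total counts, no filter on low counts, a filter at a mean of 50 counts, the replicate number as a block, an adjusted p under 0.01, a log2 fold change of at least 1, and each replicate left out in turn. Thinning the *mod(mdg4)* KD libraries to the mean total of the *Snr1* KD libraries was added after the data were seen, as were an adjusted p under 0.001 and a deposited mean of at least 1000 for the authors' deposited tables, and the other scalings for gene sets. The remaining choices, and the rule for genes to name, were set before the data were examined. The rule names the genes of the paper's RNA-seq results, its other *dhd* regulators and loci, the transgene markers, and for each comparison the 5 largest rises and 5 largest falls past the threshold with a mean of at least 10 counts. The sequence motif in that rule was not analysed here.

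From the authors' deposited tables, genes past the threshold were counted, *dhd* was ranked by the size of its log2 fold change, and the overlap was set beside simulations. These drew negative binomial counts for 9089 genes with edgeR's dispersions and levels, 2 simulated control libraries and the normalized totals of the knockdown libraries, and called genes by a normal test at those dispersions with Benjamini-Hochberg adjustment, 100 times each for unchanged knockdowns and for deposited fold changes reassigned within 20 bins of expression. Gene sets written before the data were examined (eggshell, yolk, maternal germline, muscle, Polycomb targets, testis, immune, heat shock) were tested between the knockdowns with camera of limma 3.58.1 at a preset correlation of 0.01, with fry and an estimated correlation as alternatives. In the authors' deposited tables each set's median was placed among 10000 random lists matched on the deposited mean.

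The scripts were tested on simulated data before use. For the comparison of the knockdowns, over 13027 genes with 200 changed and a shifted set, edgeR recovered 182 (91.0%) and called 26 unchanged genes among 226 calls, and DESeq2 recovered 176 and called 33 unchanged genes. The share of false calls was thus above 5% at this number of libraries. In the same simulation, a set of 20 genes shifted by 1 on the log2 scale had an adjusted p of 5.11e-27 by camera with the preset correlation, 0.0862 by fry and 0.42 by camera with the estimated correlation, so that the last pair did not recover it with 2 libraries per group. None of these tests called any of 50 unchanged sets. The simulated genes varied independently, so this does not test the preset correlation on sets whose genes vary together.

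The libraries differed in depth, and 3 counts, the limit that a count of 0 allows, correspond to 0.030 to 0.053 CPM by total counts. Intervals and floors cover counting error only. *mt:lrRNA* took 4.37% to 7.89% of the counts. Unmatched per-sample columns numbered 0. Versions were R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.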

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

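The tests of library size, of the germline share, of reads from *dhd* on its neighbors, and of *dhd* against the eggshell genes were chosen after the values were seen. Those of the late egg chambers as a cause of the differences between the knockdowns and of the vermilion marker were written before.

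The knockdowns differed from each other in 3454 genes by edgeR's quasi-likelihood test. The *mod(mdg4)* KD libraries were deeper. After thinning them to the mean total of the *Snr1* KD libraries 3343 genes differed, 3293 of them the same genes. The number of calls thus did not rest on the extra reads. Thinning leaves the ratios of genes with high counts nearly unchanged whatever their cause, so it does not test depth as their cause. All 20 eggshell genes were lower in *Snr1* KD than in *mod(mdg4)* KD, with a median log2 fold change of -1.70 (-2.67 without *Snr1* KD replicate 1, -1.12 without replicate 2), and so were all 3 yolk genes, with a median of -1.34 (camera adjusted p at most 0.0319 for the pair of sets). Of the 20 eggshell genes, 16 were called over all genes and 20 when adjusted over the list alone. Muscle genes were lower in *Snr1* KD as well, with a median of -0.49 with TMM factors (camera adjusted p 0.0137, 11 of 13 genes). With scaling to total counts alone the median was -0.22, with 10 of 13 genes lower. Their summed share of total counts was not lower, at 0.063% and 0.074% in *Snr1* KD against 0.057% and 0.064% in *mod(mdg4)* KD. The sum and the single genes thus differ even on that scale, so a different share of muscle is not shown. A different share of late egg chambers in the dissected ovaries may contribute to these differences, next to the knockdown itself. These calls rest on the preset correlation, since none of the 3 sets was called by fry (0.103, 0.06 and 0.104 for eggshell, yolk and muscle).

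The remaining *dhd* level was higher in *Snr1* KD than in *mod(mdg4)* KD by 5.07 on the log2 scale, although *dhd* fell in both. All eggshell genes went against the direction of *dhd*, with a highest log2 fold change of -0.82. That *dhd* moves with the eggshell genes was assumed, and between the *Snr1* KD replicates it did not. The eggshell genes were higher in replicate 1 by a median of 0.99 on the log2 scale. The *dhd* level was 51.9 CPM in that replicate and 59.5 CPM in replicate 2. The eggshell genes therefore cannot decide on a different share of late egg chambers as the cause. A larger share of germline RNA in *Snr1* KD would raise the maternal germline genes as much, but their median was 0.10 and their highest value 1.39. The targets themselves differed by -4.29 for *Snr1* and 3.33 for *mod(mdg4)*, as the labels say. What stays open is a different share of late egg chambers, and an effect of the proteins depleted or of how far each was depleted. The effect of depletion was not tested.

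*Trx-T*, *CG4198* and *CG15930* were lower in *mod(mdg4)* KD than in *Snr1* KD, with log2 fold changes of *Snr1* KD over *mod(mdg4)* KD of 4.33, 5.69 and 2.87. Their counts in *mod(mdg4)* KD were 10, 5 and 5 over both libraries. The testis set had a median of 3.60, but 3 of its 4 tested members are these genes, so it adds nothing to them. Reads of *dhd* counted on its neighbors would give each of them at most the share of *dhd* reads that the deposited means allow. For *CG4198* this is 0.21% of *dhd*, or 15.0 of its 199 counts in *Snr1* KD, and for *Trx-T* and *CG15930* it is 3.1 of 150 and 1.9 of 28 counts, so such reads do not account for the difference between the knockdowns. Against control the case of *CG4198* differs. The authors' deposited table gives it a log2 fold change of -0.69 in *Snr1* KD, far smaller than the fall of *dhd*, but its control level could hold *dhd* reads, and whether its fall in *mod(mdg4)* KD against control includes them cannot be told apart without control libraries. *Sas10*, farther away, went the other way (-0.55).

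Other genes that the paper names differed between the knockdowns. *corto* was lower in *Snr1* KD than in *mod(mdg4)* KD (log2 fold change -2.15, edgeR p of 3.93e-05 after Benjamini-Hochberg adjustment), with 2076 and 2542 counts against 14255 and 13678. Against control, *corto* changed by -1.89 in *Snr1* KD and by 0.18 in *mod(mdg4)* KD in the authors' deposited tables. After thinning, its log2 fold change was -2.14. At counts this high, thinning leaves the ratio nearly unchanged whatever its cause, so this does not test library size. An effect of Snr1 on *corto* remains a hypothesis. Smaller log2 fold changes of *Snr1* KD over *mod(mdg4)* KD were found by edgeR for *Sin3A* (0.36), *E(z)* (0.41), *Dref* (0.42), *brm* (0.48), *spen* (0.50), *Phf7* (0.40) and *dpp* (-1.03). Each of these 7 was past the threshold with all 4 libraries, and each lost it when at least 1 of the *mod(mdg4)* KD libraries was left out. No explanation was tested for these.

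Genes outside those the paper discusses rose above control. The largest rises of *Snr1* KD in the authors' deposited table were *GstE10* (4.83), *Dscam4* (4.65), *CG15544* (4.36), *CG31288* (4.08) and *Oct-TyrR* (3.54). Those of *mod(mdg4)* KD in the authors' deposited table were *mab-21* (6.82), *CG6765* (6.57), *Mpcp1* (5.36), *Dscam4* (5.31) and *form3* (5.31). Of these, 3 of the 5 in *Snr1* KD (*CG15544*, *CG31288* and *Oct-TyrR*) and 4 of the 5 in *mod(mdg4)* KD (all but *Dscam4*) had an adjusted p above 0.05 in the authors' deposited table of the other KD. A germline effect of each knockdown remains a hypothesis for them.

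The marker gene vermilion (*v*) was higher than control in both authors' deposited tables, with log2 fold changes of 2.06 in *Snr1* KD and 2.20 in *mod(mdg4)* KD. The genotypes in the paper give both shRNA insertions a vermilion marker and the control insertion none. The marker calls for a rise in both KDs to a like level, and the KDs did not differ (37 and 45 counts against 74 and 53, edgeR adjusted p 0.673), which is consistent with transcripts from the marker. The yellow gene (*y*) was also higher in both authors' deposited tables (1.48 and 1.63), although the control insertion carries yellow too, so the marker does not explain that rise. *w* differed between the KDs (-1.08), and no explanation was tested for it.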

How the results depend on the processing

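The thinning of libraries, the adjusted p under 0.001, the limit at a deposited mean of 1000, and the other scalings of the gene sets were chosen after seeing the data.

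The number of genes that differed between the knockdowns was 3454. It stayed within 1.5 times under DESeq2, RLE factors, no scaling beyond total counts, both filters on low counts and thinning, with values from 3143 to 4642. It was 1466 at an adjusted p under 0.01 and 1181 with a log2 fold change of at least 1, as stricter thresholds give. Leaving out each library in turn gave 2052 to 4826 genes, the lowest values, 2052 and 2088, without a *mod(mdg4)* KD library. In such a fit the lone library is assumed to vary like the others. Without scaling beyond total counts the median log2 fold change of all tested genes moved from -0.001 to 0.264. The share of calls higher in *Snr1* KD then moved from 48.7% to 75.6%, so directions of small changes between the knockdowns depend on the scaling. That share also fell when either *mod(mdg4)* KD library was left out, so the balance of directions does not depend on scaling alone.

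The log2 fold change of *dhd* between the knockdowns (5.07) stayed past the threshold under all 11 alternatives, from 4.86 to 5.28 with each library left out and from 5.04 to 5.33 under the others. Of the 47 named genes tested between the knockdowns, 39 were past the threshold, 30 of them under every alternative run, and none of the 39 changed direction. The 9 that lost it under at least 1 alternative were *Sas10*, *Sin3A*, *E(z)*, *Dref*, *brm*, *spen*, *dpp*, *Phf7* and *Dscam4*. Of the 8 not past it, *lid*, *Rpd3* and *BEAF-32* passed it under at least 1. Another 4 changed direction. Without scaling beyond total counts the log2 fold change was 0.18 for *snf*, 0.15 for *ptc*, 0.093 for *v* and 0.080 for *y*. With each library left out it ranged from -0.37 to 0.19 for *ptc*, from -0.38 to 0.039 for *v* and from -0.51 to 0.21 for *y*. For these 4 genes the cause was not tested beyond the shift of all genes given above.

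In the authors' deposited table for *Snr1* KD, the 2113 genes past the threshold became 1378 at an adjusted p under 0.01, 879 under 0.001 and 455 with a log2 fold change of at least 1. In that for *mod(mdg4)* KD, 3978 genes became 2020 under 0.001 and 629 with a log2 fold change of at least 1. The overlap of 1051 genes became 562 at 0.01, 298 at 0.001 and 121 with a log2 fold change of at least 1. Adjustment over every deposited p-value and a deposited mean of at least 50 left the 2 counts within 1.5 times, and that mean did so for the overlap. The rank of *dhd* was 1 in *mod(mdg4)* KD under every limit tried, and 17 in *Snr1* KD except among genes with a deposited mean of at least 1000, where it was 15, since fewer genes were ranked. Setting each knockdown library against a control mean implied by the deposited mean was not run, because that mean covers 14 libraries. Leaving out replicates could likewise not be applied to the authors' deposited tables.

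Of the gene sets compared between the knockdowns, eggshell, yolk, muscle and testis were past the threshold by camera. With fry the adjusted p was 0.103 for eggshell, 0.06 for yolk and 0.104 for muscle, while heat shock and maternal germline came to 0.048 each, past the threshold. With the estimated correlation it was 0.51 for eggshell, muscle, testis and yolk alike. Without scaling beyond total counts testis was at 0.121. With each library left out, the adjusted p ranged from 0.00384 to 0.137 for muscle, from 0.0084 to 0.129 for testis, from 0.0111 to 0.0514 for yolk and from 0.0084 to 0.295 for immune, and for Polycomb targets, which were never past the threshold, from 0.264 to 0.858 with a change of direction. Eggshell was past the threshold with every library left out, but its median log2 fold change of -1.70 moved to -2.67 without *Snr1* KD replicate 1 and to -1.12 without *Snr1* KD replicate 2. The muscle median of -0.49 was -0.22 without scaling beyond total counts. In the simulated data fry and the estimated correlation missed a shifted set, so a set lost under them is not shown to be unchanged. The simulated genes varied independently, so those data do not show that the preset correlation holds for sets whose genes vary together. The cause of the other changes was not tested.

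The labels give both knockdowns replicates 1 and 2. Differences between replicates of one KD correlated with those of the other at 0.08 across 7770 genes, and nothing says that the numbers pair the libraries. With a replicate block, 3816 genes differed, 3414 of them the same genes as without it, *dhd* had a log2 fold change of 5.08, and no gene set crossed the threshold (eggshell 2.13e-07).

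Depth limits the genes near *dhd*: *Trx-T*, *CG4198* and *CG15930* had 10, 5 and 5 counts in *mod(mdg4)* KD, and the exact 95% interval of the ratio of *CG15930* runs from 2.92 to 25.5.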

Differences from the paper's values

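The paper gives 2020 as the largest number of genes up- or down-regulated by a knockdown. At an adjusted p under 0.05, the larger of the counts in the authors' deposited tables, that for *mod(mdg4)* KD, is 3978. Among the alternatives set before the data were examined, an adjusted p under 0.01 gives 2975, within 1.5 times of the paper's value. The others do not come within 1.5 times: 3762 with adjustment over every deposited p-value, 3718 with a deposited mean of at least 50, and 629 with a log2 fold change of at least 1. An adjusted p under 0.001, chosen after seeing the values, gives 2020 genes in the authors' deposited table for *mod(mdg4)* KD.

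The paper ranks *dhd* as number 14 of the most affected genes in *Snr1* KD, and in the authors' deposited table it is number 17. It was number 17 under every limit set before the data were examined, and number 15 among genes with a deposited mean of at least 1000, a limit chosen after seeing the values. No setting run gave the paper's rank.

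The paper describes a fold reduction of *dhd* by almost 2 orders of magnitude in both KDs. In the authors' deposited tables the reduction is 1.64 orders of magnitude in *Snr1* KD (43.9-fold) and 2.93 orders of magnitude in *mod(mdg4)* KD (844-fold). The difference in *dhd* between these tables was 0.84 of the edgeR log2 fold change, so the deposited reductions may be too small.

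The paper states that genes near *dhd* were not significantly affected by either knockdown, and the legend of its supplementary plot of counts describes no or modest effects. In the authors' deposited table for *mod(mdg4)* KD, *CG4198* (log2 fold change -3.97, adjusted p 1.01e-39), *Trx-T* (-1.27, adjusted p 0.00185), *CG15930* (-1.21, adjusted p 0.00323) and *Sas10* (0.63, adjusted p 5.4e-05) are past an adjusted p of 0.05, and *snf* is not. In that for *Snr1* KD, *CG4198* (-0.69, adjusted p 0.0273) is past it and the other 4 are not. The paper's text names no threshold for this statement. At an adjusted p under 0.001, the limit that gives the paper's 2020 genes, only *CG4198* and *Sas10* in *mod(mdg4)* KD are past it.

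The legend of Fig. 1B gives RPKM, and the axes give normalized reads per gene. Counts of *dhd* divided by the size factors that the deposited means imply came to 123 in *mod(mdg4)* KD and 4140 in *Snr1* KD, without division by gene length. The values in Fig. 1B, read by eye, are about 100 and about 3500.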

Other observations

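The tests of the strain or batch, of the germline share, of the replicates and of the adjacent genes were chosen after the result was seen.

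Genes called in both knockdowns against control shared their direction more often than simulations in which the fold changes of each KD were reassigned among genes. Over 9089 genes, 764 genes were called in both authors' deposited tables with the same direction, above the highest of 100 simulations with shared controls (557). The simulations called fewer genes per KD (medians 1979 and 3415) than the authors' deposited tables (2102 and 3937), which accounts for part of this gap. Of the genes called in both, 73.0% shared their direction in the authors' deposited tables, against at most 63.8% in a simulation. The correlation across genes was 0.23, above the reassigned simulations (0.063 to 0.128) but below unchanged knockdowns against shared controls (median 0.49). The spread of the real control libraries is not known here, so shared controls and shared effects cannot be told apart from these values.

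Of 13 genes that changed at least 4-fold the same way in both authors' deposited tables, 8 did not differ between the knockdowns by edgeR (*CG4476*, *CG7408*, *CG6023*, *Cyp6d4*, *v*, *arg*, *CG5390* and *Arc1*, chosen after their values were seen). A strain or batch difference between the control and both shRNA lines would give like levels in both, but so would a common effect of the knockdowns, and these cannot be told apart without control libraries. The other 5, *dhd*, *Fatp3*, *CG30377*, *GstE10* and *Dscam4*, differed between the knockdowns.

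The eggshell, yolk and muscle sets had median log2 fold changes of 1.07, 1.56 and 0.66 in the authors' deposited table for *mod(mdg4)* KD, above 99.8% of random lists of like expression. The immune set (0.30) lay at percentile 99.83. The maternal germline set (-0.19) lay at percentile 0.66, with 7 genes called lower and 1 higher. In the authors' deposited table for *Snr1* KD, the eggshell (0.087), yolk (0.36), muscle (0.051), immune (0.043) and maternal germline (0.049) medians lay at percentiles 99.2, 99.8, 71.3, 58.7 and 90.8. No eggshell, yolk, muscle or immune gene was called there, and the eggshell genes ran from -0.31 to 0.476. Of the maternal germline genes, 3 were called higher and 3 lower. The random lists were drawn gene by gene, so they do not match sets whose genes vary together. Heat shock and Polycomb target medians were between 0.00 and 0.013 in both authors' deposited tables, at percentiles 19.5 to 70.9. The testis median was 0.027 (percentile 87.5) in *Snr1* KD and -0.031 (percentile 1.71) in *mod(mdg4)* KD in the authors' deposited tables, and in *mod(mdg4)* KD the authors' deposited table called 3 of its 17 genes lower and none higher. These 3 are the neighbors of *dhd* (*Trx-T*, *CG4198* and *CG15930*). A lower share of germline RNA in *mod(mdg4)* KD ovaries would raise the markers of the other tissues alike. In the authors' deposited table the 13 muscle genes with a deposited mean of at least 50 ran from -0.13 to 1.28. The 3 yolk genes ran from 1.39 to 1.68, and the 20 eggshell genes from 0.42 to 2.25, which overlaps both. Muscle genes had lower counts than yolk genes, and deposited fold changes lay closer to 0 at lower counts. The gap between muscle and yolk genes therefore cannot decide on a lower share of germline RNA. The maternal germline genes ran from -1.18 to 0.87, with 6 of 19 higher, which argues against that share as the whole cause. A change in the cells that express the yolk and eggshell genes was not tested and stays open. The eggshell genes took 3.32% to 3.59% of the counts in *mod(mdg4)* KD and 0.67% to 1.79% in *Snr1* KD. The muscle genes took 0.057% and 0.064% in *mod(mdg4)* KD and 0.063% and 0.074% in *Snr1* KD. On total counts, without TMM factors, their summed share was thus not higher in *mod(mdg4)* KD than in *Snr1* KD. The paper cites defective oogenesis in mutants of both genes, and an effect of the knockdown on oogenesis stays open as an untested biological explanation.

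The *Snr1* KD replicates differed in eggshell genes. All 20 were higher in replicate 1, by a median of 0.99 on the log2 scale and up to 2.35, against a median of 0.10 between the *mod(mdg4)* KD replicates. The 3 yolk genes were higher in the same replicate (median 0.37), while the maternal germline genes were not (median -0.10), which is consistent with a different share of late egg chambers between the dissected ovaries. The labels name no batch for these libraries.

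Since genes next to *dhd* fell with it in *mod(mdg4)* KD, genes adjacent to the other 35 called genes with a log2 fold change of -2 or lower in the authors' deposited table were examined. *CG4198* was among these 35 genes, and its neighbor *CG15930*, called lower, was among the adjacent genes, so part of the *dhd* locus stayed in. The median log2 fold change of the 64 adjacent genes was -0.072, at percentile 2.24 of random lists of like expression. Of these 64 genes, 13 were called lower and 12 higher. For the 74 such genes of *Snr1* KD, the 135 adjacent genes had a median of -0.005, at percentile 35.9. For genes that rose by at least 2, the adjacent genes lay at percentiles 77.9 in *mod(mdg4)* KD and 95.8 in *Snr1* KD. With 4 lists compared and calls in both directions, a spread of repression to adjacent genes was not shown beyond the *dhd* locus.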
